# Cancer Growth and Invasion Are Increased in the Tight Skin (TSK) Mouse

**DOI:** 10.3390/cancers17182943

**Published:** 2025-09-09

**Authors:** Maria Sol Recouvreux, Barbie Taylor-Harding, Amy C. Rowat, Beth Y. Karlan, Sandra Orsulic

**Keywords:** FBN1, fibrillin, cancer-associated fibroblasts, CAF, myofibroblasts, desmoplasia, cancer invasion, cancer promotion, host response to cancer, systemic sclerosis, scleroderma

## Abstract

**Background**: Patients with systemic sclerosis have a significantly increased incidence of developing various solid malignancies within a few years of systemic sclerosis onset, but the mechanism of tumor promotion is not well understood. The tight skin (TSK) mouse has been a valuable model for investigating systemic sclerosis-related pathologies due to increased extracellular matrix deposition, fibrosis in connective tissues, and altered immune cell activation. Despite the role of extracellular matrix and fibrosis in cancer progression, the potential of the TSK mouse as a model for cancer studies is unexplored. **Methods:** To investigate the impact of the altered microenvironment in TSK mice on cancer progression, we compared the tumor-forming capabilities (by subcutaneous and intraperitoneal injection) in TSK mice and WT mice using syngeneic breast cancer, melanoma, and ovarian cancer cell lines. We used bulk and single-cell RNA sequencing to characterize these tumors and identify the changes in the TSK microenvironment that promote cancer formation. **Results:** In all three cancer types, TSK mice exhibited more invasive subcutaneous tumors in comparison to WT controls, underscoring the role of the TSK subcutaneous microenvironment in promoting cancer progression. Furthermore, the heightened invasiveness of ovarian tumors implanted intraperitoneally suggests that the peritoneal microenvironment in TSK mice also promotes tumor progression. Single-cell RNA sequencing analyses of subcutaneous tumors from TSK and WT mice revealed tumor-specific changes in the composition and phenotype of various cell populations. The most consistent alteration in TSK mice included a higher neutrophil-to-lymphocyte ratio and an enrichment in profibrotic subpopulations of myofibroblasts and macrophages. **Conclusions:** Our research unveils the TSK mouse as a valuable model for studying the intricate connections between systemic sclerosis and cancer

## Simple Summary

People with systemic sclerosis (a chronic disease that causes skin and organ scarring) have a higher risk of developing certain cancers soon after diagnosis, but the reasons remain unclear. To study systemic sclerosis in the laboratory, researchers are using tight skin (TSK) mice, which develop excess scar tissue and immune changes similar to systemic sclerosis. We combined the TSK mouse model with mouse models of skin, breast, and ovarian cancers to test whether the unique environment in TSK mice promotes cancer progression. In all cancer types, TSK mice developed more aggressive tumors. Detailed single-cell analyses showed that TSK tumors had more immune imbalance and more scar-promoting cell types. These findings suggest that the TSK mouse is a powerful tool for uncovering how systemic sclerosis-related tissue changes and immune shifts may fuel cancer growth.

## 1. Introduction

Current therapies for solid malignancies primarily focus on disrupting the growth of actively dividing cancer cells and targeting their genetic modifications. However, it is increasingly evident that the tumor microenvironment has an equally significant influence on tumor progression as a vital source of biomechanical and molecular cues that impact all facets of tumor biology and growth—ranging from proliferation, survival, metabolism, and stem cell fate to therapeutic responses [1]. In particular, the increased presence of cancer-associated fibroblasts (CAFs) and tumor-associated macrophages (TAMs) in solid malignancies has been associated with cancer metastasis and poor patient survival [1,2]. In particular, CAF-secreted extracellular matrix (ECM) has been linked with therapeutic resistance by obstructing the accessibility of chemotherapies and immunotherapies and physically impeding the effective trafficking of functional immune cells to the tumor site [3,4,5,6]. The ECM also serves as a rich reservoir of biologically active molecules, influencing immune cell behavior through the attraction or repulsion of specific immune cell subtypes [7]. Furthermore, elevated levels of enzymes responsible for the formation of collagen cross-links, such as lysyl oxidase [8,9,10], lead to the remodeling of loosely organized connective tissue into linear fiber tracks functioning as conduits that facilitate chemotaxis of tumor cells [11,12]. The increased ECM rigidity of tumors can also impact mechanical signaling and contribute to increased tumor cell invasion/aggressiveness [13,14,15].

A major backbone protein of extracellular microfibrils is Fibrillin-1, encoded by the *FBN1* gene [16,17,18]. In addition to providing structural support, fibrillin regulates the bioavailability of key growth factors and cytokines, such as latent transforming growth factor beta-binding proteins LTBP-1 and LTBP-4, which in turn facilitate the incorporation of the latent form of transforming growth factor beta (TGF-β) into microfibrils [19,20]. Fibrillin-1 is produced by various cell types of mesenchymal origin [21,22,23]. In several cancer types, including ovarian, breast, and pancreatic cancer, elevated fibrillin expression in CAFs has been associated with cancer aggressiveness and poor clinical outcomes [24,25,26]. The exact mechanism by which excess fibrillin might create a conducive microenvironment for cancer progression and metastasis is not fully understood.

The TSK mouse provides a valuable tool for studying the effects of increased fibrillin expression. This model has a mutation that results in an intragenic duplication of exons 17 to 40 of the *Fbn1* gene, which leads to the production of both a normal-sized form (~350 kd) and a mutant oversized form of the Fbn1 protein (~418 kD) [27,28,29]. While homozygous mice die in utero, heterozygous mice are viable but have several health conditions due to the excess of fibrillin [27,28,29]. The TSK mouse model has been used extensively to study systemic sclerosis (scleroderma), as it recapitulates many aspects of systemic sclerosis in humans, including the production of autoantibodies against systemic sclerosis-specific target autoantigens [30,31]. Among other defects that recapitulate cellular features in systemic sclerosis, connective tissues in TSK mice exhibit increased collagen and ECM deposition [32,33], aberrant fibril formation [34], and fibrosis [33]. Notably, collagen levels in the skin and hearts of TSK mice have been found to be higher in males than in females, highlighting the importance of including both genders in comparative studies to ensure unbiased results [35].

Individuals diagnosed with systemic sclerosis exhibit a notably higher occurrence of developing diverse solid malignancies shortly after the onset of systemic sclerosis [36,37,38,39,40,41]. Systemic sclerosis is most frequently linked to the diagnosis of lung and breast carcinomas, which, incidentally, are prevalent in the general adult population as well [36,37,38,39,40,41]. In addition to these common cancer types, systemic sclerosis has also been associated with less prevalent forms, including ovarian, cervical, and kidney carcinomas [42]. Suggested mechanisms for increased risk of cancer in patients with systemic sclerosis include common genetic and environmental risk factors involved in the development of both diseases; acquired genetic damage and immune dysregulation resulting from prolonged immunosuppressive treatments; and increased inflammation and fibrosis in the connective tissue that create a cancer-promoting microenvironment [38]. Here, we tested the hypothesis that cancer progression might be accelerated in TSK mice due to an autochthonous cancer-promoting microenvironment. To our knowledge, this is the first study to investigate tumor growth in the TSK model, and we demonstrate, across three different cancer types, that tumors are more invasive in TSK mice than in WT controls. This finding expands the relevance of the TSK model beyond its established role in fibrosis research and provides new insight into how stromal alterations can drive tumor progression.

## 2. Materials and Methods

### 2.1. Cell Culture

C57BL/6 syngeneic mouse B16F10 melanoma cells [43], EO771 breast cancer cells [44], and SO ovarian cancer cells [45] were grown at 37°C in 5% CO_2_ in DMEM (Corning, Glendale, AZ, USA) supplemented with 10% FBS (MilliporeSigma, Burlington, MA, USA) and 1% penicillin–streptomycin (GIBCO, Thermo Fisher Scientific, Carlsbad, CA, USA) media. Both B16F10 (CRL-6475) melanoma cells and EO771(CRL-3461) Breast cancer cells were acquired from ATCC (Manassas, VA, USA). The SO ovarian cancer cell line (genotype: p53-/-, Hras, myc) was derived from ovarian surface epithelial cells or stem cells from the ovaries of TP53-/- C57BL/6 mice. The TP53-/- cells were transduced with lentiviral vectors containing oncogenes HRAS^V12^ and MYC. This cell line is highly aggressive, forming intraperitoneal tumors and ascites with nearly 100% penetrance. These tumors closely resemble human high-grade, late-stage serous or undifferentiated ovarian carcinoma in their metastatic pattern, with the omentum being the most common site of metastasis.

### 2.2. Mice

All procedures in mice were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the Cedars-Sinai Medical Center Institutional Animal Care and Use Committee (IACUC) or the University of California, Los Angeles (UCLA) Animal Research Committee (ARC). The TSK mutation was maintained by backcrossing mice (Jackson Labs, strain: 014632) with C57BL/6 mice. Both male and female 6- to 10-week-old TSK and WT mice were used for experiments.

### 2.3. Isolation of Dorsal Skin and Bulk RNA Sequencing

Three 8-week-old male TSK mice and three WT male littermates were used for dorsal skin isolation. After shaving the mice, the dorsal skin was removed and processed for RNA isolation using the RNAeasy kit (Qiagen, Germantown, MD, USA). Samples in RT buffer were submitted to the Technology Center for Genomics & Bioinformatics (TCGB) Core at UCLA to be processed for RNA-Seq. Libraries for RNA-Seq were prepared with the KAPA Stranded RNA-Seq Kit (Roche, Montréal, QC, Canada) with the RiboErase Kit (Roche, Montréal, QC, Canada). The workflow consisted of depletion of rRNA by hybridization of complementary DNA oligonucleotides, followed by treatment with RNase H, DNase, and RNA fragmentation. First-strand cDNA synthesis was performed using random priming followed by second-strand synthesis to convert cDNA: RNA hybrids into double-stranded cDNA (dscDNA) and incorporate dUTP into the second cDNA strand. cDNA generation was followed by A-tailing, adaptor ligation, and PCR amplification. Different adaptors were used for multiplexing samples in one lane. Sequencing was performed on an Illumina HiSeq 3000 for an SE 1 × 50 run. Data quality check was performed on an Illumina SAV. Demultiplexing was performed with the Illumina Bcl2fastq (version 2.19.1.403 software). The alignment was performed using STAR [46] with mouse reference genome mm10. The mm10—Ensembl Transcripts release 100 gtf was used for gene feature annotation. The Partek Flow software (version 11.0), was used to determine read counts normalized by CPM and to perform data analysis.

### 2.4. Isolation of Dorsal Skin and Single-Cell RNA Sequencing

Dorsal skin collected from 3 TSK mice and 3 WT littermates was pooled and minced into 1 mm pieces. Tissues were further dissociated by enzymatic digestion by rotating at 37 °C for 60 min with 10 mg/mL collagenase I, 5 mg/mL collagenase IV, 10 mg/mL collagenase D, and 5 mg/mL DNAse I (Selleckchem, Houston, TX, USA) in DPBS (GIBCO, Thermo Fisher Scientific, Carlsbad, CA, USA). After dissociation, the suspension was strained with a 70-micron strainer (Greiner Bio-one, Monroe, NC, USA) followed by 8 min centrifugation at 300 g. Red blood lysis buffer (Thermo Fisher Scientific, Carlsbad, CA, USA) was used, followed by dead cell removal (STEMCELL Technologies, Seattle, WA, USA), to deplete the samples of erythrocytes and dead cells, respectively, according to the manufacturers’ instructions. Purified cells were resuspended in 0.04% BSA-PBS solution at a concentration of 700–1000 cells/microliter and submitted for library preparation at the UCLA TCGB Core. The Partek Flow software (version 11.0) was used for thresholding and single-cell RNA sequencing data analysis. Cells were removed according to the following criteria: (1) cells had fewer than 200 genes or more than 10,000 genes; (2) cells had fewer than 500 unique molecular identifiers (UMIs) or over 10,000 UMIs; and (3) cells had more than 10% mitochondrial UMI counts.

### 2.5. Syngeneic Tumor Growth in Mice and Single-Cell RNA Sequencing Analysis

TSK and WT mice were injected subcutaneously or intraperitoneally with syngeneic melanoma, breast cancer, or ovarian cancer cell lines (1 × 10^5^ to 2 × 10^6^ cells per injection, as indicated for each experiment), and tumor growth was monitored for 14–18 days depending on the experiment. Subcutaneous tumors obtained from each mouse were divided in half and pooled for IHC or single-cell RNAseq analysis. Preparation for single-cell RNA sequencing and single-cell RNA sequencing analyses was accomplished as previously described [45]. The Partek Flow software (version 11.0) was used for thresholding and single-cell RNA sequencing data analysis. Cells were removed according to the following criteria: (1) cells had fewer than 200 genes or more than 10,000 genes; (2) cells had fewer than 500 UMIs or over 10,000 UMIs; and (3) cells had more than 10% mitochondrial UMI counts.

### 2.6. Immunohistochemistry and Antibodies

Immunohistochemistry on formalin-fixed paraffin-embedded tissue sections was performed by the UCLA Translational Pathology Core Laboratory (TPCL) using the Leica Bond RX processor based on Protocol F using the Bond Polymer Refine Detection kit (Cat#DS9800, Leica Biosystems, Nussloch, Germany); ER2 buffer (BOND Epitope Retrieval Solution 2,Cat# AR9640, Leica Biosystems, Nussloch, German)y; DakoCytomation Envision System Labelled Polymer HRP anti-rabbit (Agilent, Santa Clara, CA, USA, K4003); and antibodies against LCN2 (NGAL Antibody, PA5-79590, Invitrogen, Rockford, IL, USA), CD3 (DAKO A0452, Agilent, Santa Clara, CA, USA), and NKR (Anti-NKR-P1C antibody [EPR22990-31], Abcam, Waltham, MA, USA). Hematoxylin (MilliporeSigma, Burlington, MA, USA) was used as the counterstain. Trichrome staining was also performed by the TPCL core using standard protocols.

### 2.7. Pathology Image Analyses

The coverslipped slides were scanned at 20× magnification with the Aperio ScanScope AT slide scanner (Aperio, Vista, CA, USA). Tumor invasiveness in H&E and Masson’s trichrome slides was analyzed by overlaying the image with 250 µm square tiles and manually scoring each tile as positive if it contained noncancer tissue encircled by cancer cells. Noncancer tissues included fibroblasts; muscle cells; adipose cells; blood vessels; and peritoneal organ tissues, such as the spleen, liver, and intestine. Each tumor nodule from WT and TSK mice was individually analyzed, with each contributing one data point to the percentage of positive tiles graph.

Neutrophil-to-lymphocyte ratio (LCN2^+^ cells: (CD3^+^ cells and NKR^+^ cells)) was quantified in consecutive immunostained sections using Qpath’s “positive cell detection” function [47]. For LCN2 staining, we applied a high-intensity threshold to selectively detect only strongly positive cells, minimizing background from other cell types such as fibroblasts. The accuracy of this selection was confirmed by verifying the morphology of the positively stained cells.

### 2.8. Statistical Analysis

Data were expressed as means ±  SEM of three or more independent experiments unless otherwise stated. Statistical analyses were performed using GraphPad Prism (version 9.0; GraphPad Software). Statistically significant data were assessed by unpaired Student’s *t*-tests unless otherwise noted. Intergroup differences were considered statistically significant at *p* ≤ 0.05.

## 3. Results

### 3.1. Dorsal Skin Fibroblasts from TSK Mice Exhibit Features of CAFs

The most striking feature of TSK mice is the structural alteration of dorsal skin tissue, giving it a firm, tight appearance [27,28,29]. In solid malignancies, CAF-secreted ECM is the primary driver of tumor stiffness [1]. To assess the potential similarity of TSK fibroblasts to tumor-promoting CAFs, we compared the expression profiles of shaved dorsal skin isolated from three TSK mice and three WT littermates using bulk and single-cell RNA sequencing expression profiles. Principal component analysis of bulk tissue RNA transcripts revealed clear separation between TSK and WT skin (Figure 1a). Differential gene expression analysis (DESeq2, fold change > 2.5, *p* < 0.01, False Discovery Rate (FDR) correction) resulted in 185 genes upregulated in TSK skin and 10 genes upregulated in WT skin (Table S1). As expected, Fbn1 was one of the highly upregulated genes in dorsal skin from TSK mice (Figure 1b and Table S1). Of the 185 genes upregulated in TSK skin, 28 overlapped with the 100-gene pancancer signature of activated CAFs [48] (Figure 1c,d).

To identify the cell types contributing to altered gene expression in the skin of TSK mice, we performed a single-cell RNA sequencing analysis on disaggregated dorsal skins from TSK mice and WT littermates. Graph-based clustering of cells following uniform manifold approximation and projection (UMAP) analysis identified nine distinct cell types, most of which were present in similar proportions and exhibited comparable phenotypes between WT and TSK littermates (Figure 1e,f). Cell identities were determined based on the canonical marker genes (Figure 1g) and the representation of differentially expressed genes in each cluster in the ImmGen database [49]. TSK mice had fewer keratinocytes (Figure 1e), which were enriched for genes identified in bulk skin RNA sequencing analysis, including Fbn1, Mfap5, and Fstl1 (Figure S1). The most striking difference between WT and TSK mice was in fibroblast phenotypes, with TSK mice exhibiting a distinct fibroblast population absent in WT mice (Figure 1e, dotted ellipse). This fibroblast population was characterized by high expression of Fbn1 (Figure 1e, bottom panels). Besides Fbn1, differential gene expression analysis (DESeq2, fold change > 2.5, *p* < 0.01, FDR correction) identified an additional 123 genes upregulated in TSK fibroblasts and 253 genes upregulated in WT fibroblasts (Table S2). Overall, both bulk and single-cell RNA sequencing revealed overlapping sets of upregulated genes in TSK skin, reinforcing the reliability of these methods (Figure 1h).

Several of the genes found to be significantly upregulated in TSK fibroblasts by both methods have previously been linked to systemic sclerosis, other autoimmune diseases, and cancer progression. Notably, cellular communication network factor 3 (Ccn3), a member of the CCN (Cyr61/Ctgf/Nov) family of developmental regulators (Figure 1h), was previously identified as one of the most highly upregulated genes in TSK fibroblasts [50]. Ccn3 has been implicated in multiple immune-related diseases, including systemic sclerosis [51], and is known to promote invasion and metastasis in various solid cancers, such as breast, prostate, bladder, and melanoma [52,53]. Our identification of increased stromal microfibrillar-associated protein 5 (Mfap5, also known as MAGP-2) expression in TSK skin (Figure 1b) aligns with prior reports of elevated Mfap5 levels in the dermises of both TSK mice and patients with systemic sclerosis [54]. Mfap5 is also upregulated in cancer-associated fibroblasts across multiple solid tumors, reinforcing its role in fibrosis and tumor progression [55]. Additionally, we found increased expression of immunoglobulin-like domain-containing receptor 2 (Ildr2) (Figure 1h), a gene involved in immune tolerance and T cell regulation in autoimmune diseases and cancer [56,57]. The upregulation of these genes in TSK fibroblasts further supports their shared pathogenic mechanisms in fibrosis, immune dysregulation, and cancer. Since dorsal skin fibroblasts in TSK mice exhibit characteristics resembling activated CAFs, we hypothesized that cancer growth would be enhanced in TSK mice. We tested this hypothesis using syngeneic models of melanoma, breast cancer, and ovarian cancer.

### 3.2. Melanoma

The syngeneic melanoma cancer cell line B16F10 [43] was injected subcutaneously into both hind flanks of male WT (11) and TSK (10) mice. After 14 days, subcutaneous tumors were harvested (Figure 2a). The tumors from TSK mice were larger than the tumors from WT mice (Figure 2a,b). The most noticeable difference, though difficult to quantify, was that the tumors in TSK mice were more deeply embedded in the subcutaneous mesenchyme and peritoneal wall tissues and, therefore, harder to resect. H&E staining of tumor sections confirmed the pronounced invasion of cancer cells into the mesenchyme and adipose tissue in TSK mice (Figure 2c,d and Figure S3). Single-cell RNA sequencing of melanoma tumors revealed an increased proportion of B cells/plasma cells in TSK mice (Figure 2e,f); however, closer inspection of tumor sections revealed that the immune infiltrates were located primarily in the mesenchyme surrounding the tumor tissue (Figure 2d). Reclustering of lymphocytes revealed that subsets of T cells were differentially represented in WT and TSK mice, with a decreased proportion of helper T cells and an increased proportion of Lef1 + Tcf7 + T cells (Figure g–i).

### 3.3. Breast Cancer

The syngeneic breast cancer cell line EO771 [44] was injected subcutaneously into both hind flanks of female WT and TSK mice. After 18 days, subcutaneous tumors were harvested. Mirroring the pattern observed with the melanoma cancer cell line, tumors in TSK mice were more deeply embedded in the subcutaneous mesenchyme (Figure 3a). The weight of the resected tumors was slightly higher in TSK mice, while the volume was not significantly different (Figure 3b,d). H&E staining of tumor sections and computational image analyses of tiles containing muscle, adipose cells, and blood vessels surrounded by cancer cells showed a clear trend of increased cancer cell invasion into the mesenchyme and muscle tissue in TSK mice, although it did not achieve statistical significance (Figure 3e,f). Single-cell RNA sequencing analysis of breast tumors did not indicate significant differences in the proportions or phenotypes of various cell subsets (Figure 3g–i). Overall, the primary distinction between breast EO771 tumors in WT and TSK mice was the extent of tumor embedding within the mesenchyme, as observed during tumor resection.

### 3.4. Ovarian Cancer

In our previous covariate-adjusted single-gene analyses of 3769 ovarian cancer patients, FBN1 was identified as the top gene associated with poor overall survival [24], suggesting that it might have a functional role in ovarian cancer progression. FBN1 is enriched in the mesenchymal (desmoplastic) molecular subtype of ovarian cancer (Figure S4a) and is primarily expressed in ovarian fibroblasts and the fibroblast-secreted ECM (Figure S4b). FBN1 is expressed at higher levels in the cancer stroma than in normal ovarian stroma (Figure S4c). In the Cancer Genome Atlas (TCGA) and Australian Ovarian Cancer Study (AOCS) transcriptome datasets, the 185 gene signature upregulated in the dorsal skin of TSK mice (Table S1) were enriched in the mesenchymal molecular subtype (Figure S5) and in cases characterized by residual disease after primary debulking surgery, venous and lymphatic invasion, and ovarian cancer metastasis (Figure S6).

The syngeneic ovarian cancer cell line SO (p53-/-, myc, H-ras) was injected under the skin of both hind flanks of TSK and WT mice. Both male and female TSK mice exhibited larger subcutaneous tumors than their WT littermates (Figure 4a–d). Additionally, the subcutaneous tumors in TSK mice were more firmly anchored in the surrounding mesenchyme and frequently engulfed the muscle layer of the skin (Figure 4e,f and Figure S7), following the pattern observed in subcutaneous melanoma and breast tumors.

To assess whether the intraperitoneal microenvironment in TSK mice also alters tumor progression, female TSK and WT mice were intraperitoneally injected with SO ovarian cancer cells. A total of 13 WT and 13 TSK mice were injected with SO cells in two different experiments (Figure 5a). In both cases, TSK mice developed tumors earlier, and 5 out of 13 TSK mice died before the stipulated endpoint. At day 16, the mice were euthanized, and tumor burden was assessed by the presence of ascites, tumor nodules on the omentum, tumor nodules at other sites, and the early onset of death. There was no difference in the presence of tumor nodules in the omentum or other sites, but TSK mice exhibited the presence of ascites and early onset of death (Figure 5c). Histological analysis revealed that the tumors in TSK mice were typically more invasive than in WT mice (Figure 5d,e and Figure S7).

To better understand the differences in cell populations in TSK and WT mice, we conducted a single-cell RNA sequencing analysis of subcutaneous tumors isolated from four TSK and four WT mice (Figure 6a). 

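Droplet-based single-cell RNA sequencing captures the RNA of separate cells with a barcode per cell and a unique molecular identifier (UMI) per RNA molecule, so that molecules can be counted for each gene in each cell. The subcutaneous tumors, grown from the mouse ovarian cancer line SO, were pooled by genotype, 4 WT mice in one pool and 4 TSK mice in the other, and each pool gave 1 library. The authors aligned the reads and counted UMIs with Cell Ranger 7.1.0, and the counts they deposited are raw, without normalization. The WT library held 21225411 UMIs in 2332 barcodes (median 4324 per barcode) and the TSK library 48296765 UMIs in 4436 barcodes (median 3068). The cell filter given in the Methods had not been applied to these counts and was applied here. The upper limit of 10000 UMIs excluded 567 WT and 1307 TSK barcodes, the limit of 10% mitochondrial UMIs 639 and 1214, and the minimum of 200 genes 511 and 408; a barcode could fail more than 1 criterion. The filter kept 1139 WT cells (48.8% of the barcodes, medians of 4393 UMIs and 1454 genes per cell) and 1953 TSK cells (44.0%, 2408 UMIs and 994 genes). Without the upper limits on UMIs and genes, 1693 WT and 3216 TSK cells would have been kept. The cells of both libraries were scaled to 10000 UMIs per cell, log-transformed and clustered together, leaving out the genes reported as results. Doublets were left in, and a doublet caller run as an alternative marked 2 WT and 5 TSK cells but found only 10.6% and 4.05% of simulated doublets, so it says little about how many remain. With 1 library per genotype, no test between genotypes was possible. Shares of cells are given with exact binomial 95% confidence intervals, UMI sums with exact Poisson intervals and ratios with exact conditional intervals; these cover counting error only, not differences between mice, pools or libraries.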

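The cells fell into 15 clusters (13 at a Leiden resolution of 0.5 and 20 at 2). A cluster took the name of a cell type when at least 3 of that type's markers each had a UMI in at least 10% of its cells, at 2-fold or more over the median of the clusters. The markers were listed before the data were examined, as were the comparisons and most of the alternatives reported here, but this requirement was set after the clusters had been seen. The names say only which cells a cluster resembles. In all, 11 clusters received names, in 8 classes. The lymphocyte-like class held a cluster of 448 cells (leading genes Cd3g and Cd8b1) and one of 363 cells (Themis, Icos and Il2rb). The macrophage-like class held a cluster of 609 cells (Arg1, Lyz2 and Mrc1) and one of 60 cells that also carried the resident macrophage markers Folr2, Lyve1 and Cd163. A pair of cancer-like clusters held 243 and 216 cells (Lgals7 and Cdkn2a). The other classes had 1 cluster each: neutrophil-like (254 cells, S100a8 and S100a9), red blood cell-like (166 cells, Hba-a1 and Hbb-bs), fibroblast-like (143 cells, Col1a1 and Postn), endothelial-like (123 cells, Cdh5 and Gpihbp1, together with the pericyte marker Rgs5) and B-like (32 cells, Ighm and Cd79a). In this clustering, no cluster met the requirement for NK cells. Ncr1 or Klrb1c had a UMI in 40 of 363 cells (11.0%) of the second lymphocyte-like cluster and in 1 of 448 cells of the first, so T and NK cells were counted as a single class. Without the upper limits on UMIs and genes, NK-like cells were named, 88 in the WT (5.20%) and 37 in the TSK library (1.15%). Assigning each cell alone by its markers gave 20 WT (1.76%) and 28 TSK (1.43%) NK-like cells. The other 4 clusters stayed unnamed: 247 cells led by Mdk, Nnat and Crabp1, 64 cells with Csmd1 among the leading genes, 46 cells that all came from the WT library, and 78 cells that made up 0.0878% of the WT cells (1 cell) and 3.94% of the TSK cells (77 cells). The red blood cell-like cluster was led by Hbb-y and Hba-x, and Mdk, Nnat and Crabp1 were also among its leading genes. A cluster mostly from 1 library can reflect that library and not a cell type; TSK cells made up 96.3% of the smaller cancer-like cluster, 93.8% of the B-like cluster and 88.3% of the resident macrophage-like cluster.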

Graph-based clustering identified eight distinct cell clusters (Figure 6b,c). Fbn1 was primarily expressed in fibroblasts (Figure 6d). 

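The TSK duplication lies in Fbn1 (ENSMUSG00000027204), which spans bases 125300594 to 125507993 on the minus strand of chromosome 2 in the mouse build GRCm38. Of the 1799 UMIs of Fbn1 in both libraries, 1557 (86.5%, interval 84.9 to 88.1%) came from fibroblast-like cells, which held 6.96% of the UMIs of all genes. Endothelial-like cells contributed 4.61%, the unnamed clusters 4.06% and cancer-like cells 2.67%. The level of Fbn1 was 1971 counts per 1000000 UMIs (CPM) in fibroblast-like cells, 147 CPM in endothelial-like cells, 37.0 CPM in cancer-like cells and 3.71 CPM in lymphocyte-like cells. After each cell was thinned to 500 UMIs, Fbn1 had a UMI in 52.4% of the fibroblast-like cells (90.2% without thinning, at a median of 5984 UMIs per cell) and in 0.247% of the lymphocyte-like cells, which should lack it (1.73% without thinning, at a median of 4393 UMIs). Between genotypes, the level in fibroblast-like cells was 1293 CPM in the WT library (interval 1132 to 1470, 233 UMIs in 37 cells) and 2172 CPM in the TSK library (2056 to 2292, 1324 UMIs in 106 cells), a log2 ratio of TSK over WT of 0.75 (0.55 to 0.96). The choice that moved both results most was the upper limit on UMIs and genes: without it, 73.0% of the Fbn1 UMIs came from fibroblast-like cells and the log2 ratio was 0.23. The ratio was also lower with each cell assigned alone (0.49), with scaling by the median of gene ratios (0.48) and with equal weight for each cell (0.51), and higher at a Leiden resolution of 0.5 (1.07). By its reported ratio, Fbn1 ranked 478 of 1963 genes, those with at least 50 UMIs in the class and 10 per library. Many genes thus had a larger ratio than Fbn1.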

WT and TSK mice exhibited different proportions of individual cell clusters. 

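Endothelial-like cells made up 3.60% of the WT cells (41 of 1139, interval 2.60 to 4.85%) and 4.20% of the TSK cells (82 of 1953, 3.35 to 5.19%), a log2 ratio of TSK over WT of 0.22 (−0.34 to 0.80). Without the upper limits on UMIs and genes, this ratio became −0.93. That setting also named a separate pericyte-like class (23 WT and 62 TSK cells), so the classes compared may differ in content. With each cell assigned alone, the endothelial-like ratio was −0.18. The alternatives for this share and for the red blood cell-like and B-like shares were chosen after seeing the data. Red blood cell-like cells made up 7.55% and 4.10% (86 and 80 cells, log2 ratio −0.88, −1.34 to −0.43). This share is limited by barcodes that occurred in both libraries, which included most of the red blood cell-like cells and of the cells of the unnamed clusters of 247 and 64 cells. B-like cells numbered 2 in the WT library (0.176%, 0.0213 to 0.633%) and 30 in the TSK library (1.54%, 1.04 to 2.19%), a log2 ratio of 3.13 (1.15 to 6.24). This ratio depends on the processing: it was 2.30 without the upper limits (3 and 28 cells) and 1.03 with each cell assigned alone (6 and 21 cells), where its interval included 0 (−0.33 to 2.63). The unnamed clusters together made up 19.1% (16.9 to 21.5%) of the WT and 11.1% (9.75 to 12.6%) of the TSK cells. The cluster found only in the WT library made up 4.04% of its cells (2.97 to 5.35%), against 0 of 1953 TSK cells, a count that allows a share of up to 0.154%.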

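Lymphocyte-like cells made up 39.4% of the WT cells (449 cells, interval 36.6 to 42.3%) and 18.5% of the TSK cells (362 cells, 16.8 to 20.3%), a log2 ratio of TSK over WT of −1.09 (−1.29 to −0.89). Cancer-like cells made up 3.34% (38 cells, 2.37 to 4.55%) and 21.6% (421 cells, 19.8 to 23.4%), a log2 ratio of 2.69 (2.21 to 3.21). Without the upper limits on UMIs and genes, their shares were larger, 9.16% (155 cells) and 44.5% (1431 cells). Their medians were then 30930 and 21847 UMIs per cell. The share of neutrophil-like cells was 3.16% in the WT library (36 cells, 2.22 to 4.35%) and 11.2% in the TSK library (218 cells, 9.80 to 12.6%), a log2 ratio of 1.82 (1.31 to 2.37). Fibroblast-like cells accounted for 3.25% (37 cells, 2.30 to 4.45%) and 5.43% (106 cells, 4.46 to 6.53%), with a log2 ratio of 0.74 (0.19 to 1.32). Macrophage-like cells accounted for 20.4% (232 cells, 18.1 to 22.8%) and 22.4% (437 cells, 20.5 to 24.3%), and the interval of their log2 ratio included 0 (0.14, −0.10 to 0.37). The direction of the last 2 ratios depended on the processing. Without the upper limits on UMIs and genes, the log2 ratio was −0.25 (−0.55 to 0.05) for fibroblast-like cells and −0.51 (−0.70 to −0.33) for macrophage-like cells, and with cancer-like cells left out of the denominator it was 0.44 for macrophage-like cells. With each cell assigned alone, macrophage-like cells made up 28.4% of the WT and 34.7% of the TSK cells. A share can also change because another class in the same library grows or shrinks.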

WT tumors were enriched in cell clusters representing T and NK cells, while TSK tumors were enriched in cell clusters representing cancer cells, macrophages, neutrophils/MDSCs, and fibroblasts (Figure 6e and Figure S8). 

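Counting neutrophil-like against lymphocyte-like cells gave 0.0802 neutrophil-like cells per lymphocyte-like cell in the WT library (interval 0.0554 to 0.113) and 0.602 in the TSK library (0.507 to 0.714), a log2 ratio of TSK over WT of 2.91 (2.35 to 3.50). As a share of these cells together, neutrophil-like cells made up 7.42% (5.25 to 10.1%) and 37.6% (33.6 to 41.7%). Over the 7 alternatives set in advance, the log2 ratio ranged from 2.45 to 3.41, the highest when cells were counted by single genes without clusters (17 neutrophils and 425 lymphocytes in the WT library, 141 and 331 in the TSK library). In the paper's Table S3, which lists stained cells for 7 TSK and 11 WT tumor samples without stating whether an entry is a mouse, a tumor or a section, the number of LCN2-positive cells divided by the sum of CD3-positive and NKR-positive cells averaged 0.0489 ± 0.0549 (SD, n = 7) in TSK and 0.00243 ± 0.00319 (SD, n = 11) in WT. The difference of 0.0465 had a two-sided p of 0.000534 by an exact permutation test over all 31824 splits of the entries, and 5 of the 7 TSK entries lay above all WT entries. The spread differs between the groups, and an exact permutation test of the difference divided by its standard error, chosen after seeing the data, gave p = 0.000566. The paper presents the staining of sections with antibodies against each cell type (Figure 6g) as backing for the higher ratio in the libraries (Figure 6f).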

Tumors from TSK mice also had a higher neutrophil-to-lymphocyte ratio (Figure 6f), which was validated by immunohistochemical analysis of tumor sections stained with antibodies specific for T cells (CD3), NK cells (NKR), and neutrophils (LCN2) (Figure S9 and Figure 6g and Table S3).

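In fibroblast-like cells, UMIs of each gene were summed per library and divided by the UMIs of all genes in the class (180186 in 37 WT cells and 609597 in 106 TSK cells). Col8a1 (ENSMUSG00000068196, chromosome 16, 57624258 to 57754737) had 28 UMIs in the WT library and 334 in the TSK library, 155 and 548 CPM, a log2 ratio of TSK over WT of 1.82 (interval 1.26 to 2.43). Its ratio moved most without the upper limits on UMIs and genes, to 0.56. Lrrc15 (ENSMUSG00000052316, chromosome 16, 30269302 to 30283256) had 4 and 52 UMIs (22.2 and 85.3 CPM), a log2 ratio of 1.94 (0.50 to 3.87) that stayed between 1.10 and 1.94 over the 9 alternatives set in advance. Without cells holding a pericyte or smooth muscle marker, its interval included 0 (1.53, −0.13 to 3.87, 3 and 38 UMIs). Tagln (ENSMUSG00000032085, chromosome 9, 45929619 to 45936058) rose from 88.8 CPM (16 UMIs) to 161 CPM (98 UMIs), by 0.86 on the log2 scale (0.09 to 1.72). For Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590), 9 and 61 UMIs (49.9 and 100.1 CPM) gave a log2 ratio of 1.00 whose interval included 0 (−0.02 to 2.20). Actg2 (ENSMUSG00000059430, chromosome 6, 83512905 to 83536265) had only 4 UMIs in each library (22.2 and 6.56 CPM), which gave a log2 ratio of −1.76 with a wide interval (−4.18 to 0.67). These last 3 genes depend on where the class ends, because the endothelial-like cluster, which also carries pericyte markers, held 91.7% of all Actg2 UMIs, 86.3% of those of Acta2 and 65.0% of those of Tagln. At a Leiden resolution of 0.5, which merged the endothelial-like with the fibroblast-like cells, the log2 ratios became 3.60 for Actg2 (4 and 126 UMIs), 3.50 for Acta2 and 1.64 for Tagln. Without fibroblast-like cells holding a pericyte or smooth muscle marker, that of Acta2 was −0.022 and that of Tagln 0.072. Of 1963 genes with at least 50 UMIs in the class and 10 per library, Col8a1 ranked 69 and Tagln 419 by the reported ratio. Lrrc15, Acta2 and Actg2 had too few UMIs to be ranked. The ratios of Gapdh (2.40) and Eef1b2 (2.47) were larger than that of Col8a1, so this size is not particular to the named genes.

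**Figure D1:**
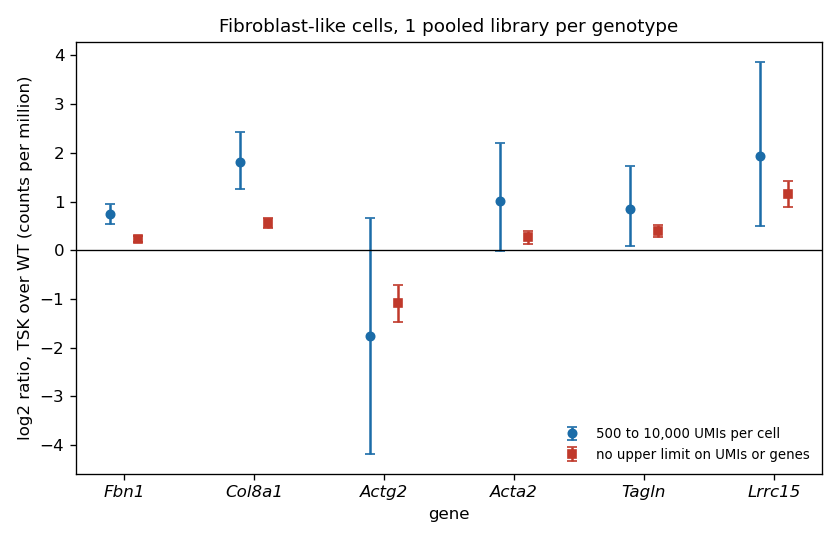
Log2 ratio of TSK over WT in fibroblast-like cells for Fbn1 and the genes named by the paper, with exact counting intervals (95%), with the cell filter of the paper and without its upper limits on UMIs and genes. There is 1 library per genotype. The sign of Actg2 is negative in both settings and positive when the endothelial-like cells are merged in.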

The fibroblast cluster in tumors from TSK mice was enriched in collagen type VIII alpha 1 chain (Col8a1) and myofibroblast markers smooth muscle actin gamma 2 (Actg2), smooth muscle actin alpha (Acta2), transgelin (Tagln), and leucine-rich repeat containing 15 (Lrcc15) (Figure 7a). 

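Pf4 (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383, plus strand) was counted in the macrophage-like class, which held 1285428 UMIs in 232 WT cells and 1992419 UMIs in 437 TSK cells. It had 47 UMIs in the WT library (36.6 CPM, interval 26.9 to 48.6) and 894 in the TSK library (449 CPM, 420 to 479), a log2 ratio of TSK over WT of 3.62 (3.19 to 4.07). Among the 6178 genes with at least 50 UMIs in the class and at least 10 in each library, only Retnla had a larger ratio. The 9 alternatives set in advance gave between 3.21 and 3.64, the lowest without the upper limits on UMIs and genes. The resident macrophage-like cluster made up 3.02% of the class in the WT library (7 cells) and 12.1% in the TSK library (53 cells). In the remaining macrophage-like cells Pf4 had 21.8 and 380 CPM, a log2 ratio of 4.13 (3.57 to 4.74), and within the resident macrophage-like cluster the difference was smaller, 437 and 753 CPM (20 and 275 UMIs), a log2 ratio of 0.78 (0.13 to 1.52). After Retnla and Pf4, the largest ratios were those of Saa3 (3.30), Serpinb6a (3.26) and Folr2 (3.23), and the lowest those of Trp53cor1 (−3.53), Mcpt4 (−3.48) and Cpa3 (−3.33). Under alternatives chosen after seeing the data, those of Saa3, Serpinb6a and Folr2 fell to 1.42, 1.99 and 1.93 at the lowest. Those of Trp53cor1, Mcpt4 and Cpa3 rose to −2.49, −1.83 and −1.96 at the highest. Mcpt4 (359 WT and 50 TSK UMIs) and Cpa3 (175 and 27 UMIs) are on the marker list of mast cells and basophils. No cluster was named for those cells, so the ratios of these genes need not describe macrophages. Whether the macrophage-like class holds mast cells or basophils was not tested.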

The macrophage cluster in TSK tumors was significantly rich in platelet-derived factor 4 (Pf4, also known as Cxcl4) (Figure 7b,c), an established biomarker in systemic sclerosis [58,59,60]. Pf4 functions as a chemoattractant for monocytes, neutrophils, and fibroblasts and has a role in triggering monocytes and macrophages to facilitate myofibroblast activation and fibrosis [61,62,63]. The macrophage cluster in TSK tumors also exhibited the higher expression of a member of a cysteine-rich secreted protein family, resistin-like alpha (Retnla, also known as RELMa or FIZZ1) (Figure 7b,c). It was recently shown that Retnla is transiently expressed in monocytes upon their entry into tissues and transition into tissue-resident macrophages [64]. 

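Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461, plus strand) had 46 UMIs in the WT macrophage-like cells (35.8 CPM, interval 26.2 to 47.7) and 960 in those of the TSK library (482 CPM, 452 to 513), a log2 ratio of TSK over WT of 3.75 (3.32 to 4.21). Its size depended more on the processing than that of Pf4 did, with 1.18 without the upper limits on UMIs and genes, the lowest of the 8 alternatives set in advance that gave a value. Much of the TSK signal lay in the resident macrophage-like cluster: 670 of the 960 UMIs (1834 CPM), against 0 of 45779 UMIs in the 7 WT cells of that cluster, which allows up to 65.5 CPM. The exact interval of the log2 ratio in that cluster starts at 4.504. Outside that cluster, the level was 37.1 CPM in the WT and 178 CPM in the TSK library, a log2 ratio of 2.26 (1.81 to 2.75). In the WT library, 70.6% of all Retnla UMIs came from the unnamed cluster of 46 cells found only there, which is outside the class; with that cluster counted as macrophage-like, an alternative chosen after seeing the data, the log2 ratio was 1.61.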

Retnla expression is typically observed in tissue inflammation and fibrosis and is associated with increased expression of Acta2 and fibrillar collagens in fibroblasts [65]. Retnla knockout mice were shown to be resistant to bleomycin-induced lung fibrosis, while Retnla overexpression exacerbated fibrosis [65]. In our analysis, Retnla was one of the top overexpressed genes in intact dorsal skin of TSK mice (Figure 1b), suggesting that its elevated expression may not be associated with bleomycin-induced tissue injury or tumor growth but is innate to the connective tissues of TSK mice, where it might facilitate fibrosis. Notably, Pf4 and Retnla were also upregulated in melanoma and breast cancer macrophages in TSK mice compared to tumor macrophages in WT littermates, although the overexpression did not reach statistical significance (Figure S10).

## 4. Discussion

Systemic sclerosis is an autoimmune disease characterized by connective tissue fibrosis and vasculopathy [66]. The severe morbidity and high mortality associated with systemic sclerosis, coupled with the lack of any disease-modifying therapy, highlight the urgent need for innovative research. Patients with systemic sclerosis have an increased rate of multiple cancer types compared to the general population [36,37,38,39,40,41,42]. The TSK mouse model, recognized for its relevance in the studies of systemic sclerosis, has thus far remained unexplored in the realm of cancer. The findings of our study shed light on the potential of the TSK mouse model in understanding the complex interplay between systemic sclerosis and cancer.

The mechanism by which the microenvironment in TSK mice promotes tumor progression is poorly understood. In addition to fibrosis, TSK mice exhibit other features of systemic sclerosis, including altered immune cell activation [67,68]. Thus, multiple mechanisms could contribute to accelerated tumor progression in TSK mice. To better understand the differences in cell populations in WT and TSK mice, we conducted bulk tissue and single-cell RNA sequencing analyses of dorsal skin tissue. These analyses highlight a distinct gene expression profile in the dorsal skin of TSK mice, characterized by an enrichment of genes associated with cancer aggressiveness and desmoplasia. This observation aligns with the increased incidence of solid malignancies in patients with systemic sclerosis. Importantly, our study demonstrates that the microenvironment in TSK mice promotes cancer progression, as evidenced by larger and more invasive tumors in comparison to WT controls. We showed that intact dorsal skin from TSK mice exhibits higher expression levels of key genes involved in CAF activation and cancer progression. Increased MFAP5 expression in CAFs has been associated with tumor aggressiveness and poor survival in several cancer types, including ovarian, pancreatic, colorectal, and breast cancer [69,70,71,72,73]. Antibody-mediated inhibition of Mfap5^high^ CAFs was effective in reducing fibrosis and enhancing chemosensitivity in ovarian and pancreatic cancer mouse models [71,74]. Another gene upregulated in our RNA sequencing analysis of dorsal skin samples and single-cell RNA sequencing of TAMs from TSK mice was Retnla. Multiple studies have confirmed the crucial roles of Retnla in lung and dermal fibrosis [65,75]. These findings open avenues for further exploration of targeted therapies aimed at these molecular components. For instance, the potential targeting of Mfap5^high^ CAFs and Retnla^high^ TAMs may offer novel strategies to alleviate symptoms in systemic sclerosis and reduce the frequency of cancer development in affected individuals.

To delve deeper into the molecular origins of increased tumor growth and invasion in TSK mice, we performed a single-cell RNA sequencing analysis of melanoma, breast cancer, and ovarian cancer implanted under the skin of TSK and WT mice. This approach revealed a higher neutrophil-to-lymphocyte ratio in all tumors, with the most significant difference observed in ovarian cancers in TSK mice. The neutrophil-to-lymphocyte ratio is linked to disease severity in systemic sclerosis patients [76,77]. Moreover, identifying Lrcc15 as an enriched gene in TSK CAFs in ovarian cancer raises intriguing possibilities for therapeutic interventions. LRRC15^+^ CAFs have been associated with tumor promotion, immunotherapy resistance, and inhibition of CD8^+^ T cell function [78,79]. Selective depletion of LRRC15 + CAFs has shown promise in slowing tumor growth, reducing metastasis, and enhancing the efficacy of immunotherapy [79,80]. The advancement of therapies aiming to reinstate the normal fibroblast equilibrium by decreasing the presence of LRRC15^+^ myofibroblasts associated with disease could potentially enhance patient survival and improve the efficacy of immunotherapy. LRRC15-antibody targeted drug conjugate ABBV-085 has been developed to target LRCC15^+^ stromal desmoplasia in sarcomas and carcinomas, including ovarian cancer [81,82]. The insights from this study pave the way for future investigations into the therapeutic potential of selectively targeting LRRC15 in the context of systemic sclerosis and cancer.

Furthermore, our study highlights the role of Pf4, a biomarker in systemic sclerosis [58,59,60], as a significantly upregulated gene in macrophages from TSK tumors. Pf4 is known for its function in triggering monocytes and macrophages to facilitate myofibroblast activation and fibrosis in systemic sclerosis and cancer [61,62,63]. Pf4-/- mice are protected from bleomycin-induced fibrosis in multiple organs, including the skin, lungs, and heart. Blocking Pf4 with a monoclonal antibody completely suppresses the increase in dermal thickness after bleomycin treatment, while Pf4 overexpression aggravates bleomycin-induced skin fibrosis [63]. Thus, targeted inhibition of Pf4 may present a viable strategy for mitigating fibrosis in both systemic sclerosis and cancer.

While the TSK model has provided valuable insights into fibrosis and extracellular matrix biology, it is important to note its limitations. TSK mice do not fully recapitulate all aspects of systemic sclerosis, particularly the heterogeneity and complexity of disease observed in patients. Clinical systemic sclerosis encompasses diverse manifestations, including variable degrees of skin, vascular, and internal organ involvement, which are not reflected in the TSK model. Another limitation of this study is that we did not consider the immune cell activity, but since all tumor studies were performed in syngeneic mice, the likelihood of an immune-mediated rejection response is low. It is important to note that in this context, the immune contribution is expected to be minimal, particularly at later stages of tumor growth when tumors are fully established. Thus, findings from TSK mice should be interpreted within the context of these limitations, with the recognition that they model selected features of the disease rather than its full spectrum.

The primary focus of this study was to examine the influence of the TSK stromal microenvironment on tumor growth. Although direct therapeutic or diagnostic implications are beyond the scope of this work, our findings underscore the role of stromal alterations in modulating tumor invasiveness, providing a foundation to explore translational applications.

Future studies could extend these findings to other epithelial cancers, as scleroderma patients are predisposed to a broad range of tumor types. Additionally, it will be important to investigate how the TSK stromal background influences the growth and progression of non-epithelial malignancies, including sarcomas and hematologic (liquid) tumors. Such studies could further elucidate the generalizability of stromal effects on tumor biology and provide insight into disease-specific vulnerabilities across cancer types.

## 5. Conclusions

Our research unveils the TSK mouse as a valuable model for studying the intricate connections between systemic sclerosis and cancer. The identified molecular and cellular changes in the TSK microenvironment provide a foundation for future investigations, aiming to unravel the mechanisms underlying enhanced tumorigenicity in this model. Ultimately, these insights hold the potential for developing innovative therapeutic strategies targeting key players in the systemic sclerosis–cancer axis.

## Figures and Tables

**Figure 1:**
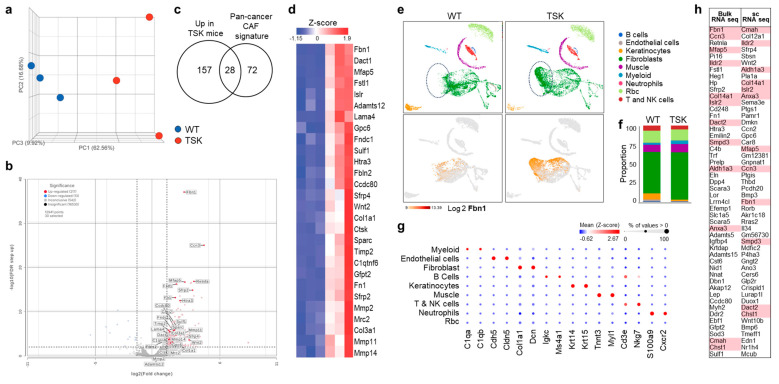
**Bulk and single-cell RNA sequencing comparison of dorsal skins isolated from WT mice and TSK littermates.** (**a**) Principal component analysis (PCA) for bulk skin expression profiles of 3 WT mice and 3 TSK littermates. (**b**) Volcano plot of differentially expressed genes between bulk skin from WT and TSK mice (DESeq2, fold change > 2.5, *p* < 0.01, False Discovery Rate (FDR) correction *p* < 0.01). (**c**) Venn diagram depicting the number of overlapping upregulated genes in the bulk skin of TSK mice and a pancancer gene signature of cancer-associated fibroblasts (CAFs). (**d**) Heatmap of normalized expression levels of genes upregulated in dorsal skin of TSK mice that overlap with the human pancancer gene signature of activated CAFs. (**e**) Upper panels: Unsupervised graph-based clustering of single-cell suspensions of dorsal skins isolated from 3 WT mice and 3 TSK littermates visualized by a uniform manifold approximation and projection (UMAP) plot. Each cluster is color-coded according to the cell type annotation, and the relative proportion of each cell cluster in WT and TSK samples is shown. Lower panels: UMAP depicting FBN1 expression in fibroblasts. (**f**) Histogram indicating the proportion of individual cell types in skin from WT and TSK mice. (**g**) Dot plot showing the expression of representative cell-type-specific markers across different cell clusters. The color intensity reflects the average gene expression, and the size indicates the percentage of cells expressing the gene within that cell type. (**h**) Fifty most significantly differentially expressed genes identified by bulk and single-cell RNA sequencing analyses. Genes identified by both methods are highlighted in pink.

**Figure 2:**
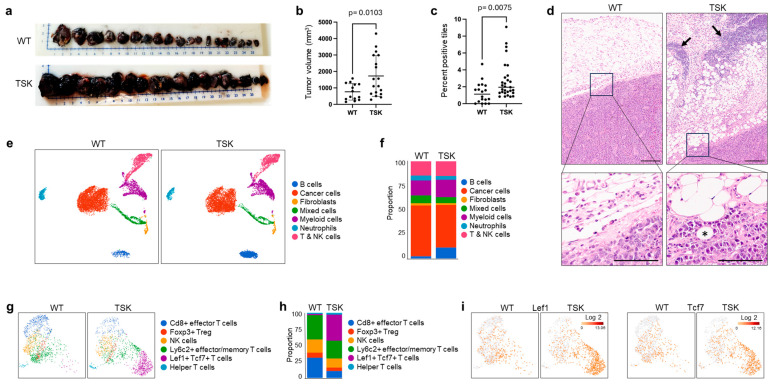
**Increased invasiveness and growth of subcutaneous melanoma in TSK mice.** (**a**) Male TSK mice (*n* = 10) and WT littermates (WT, *n* = 11) were subcutaneously injected with the syngeneic mouse melanoma B16F10 cell line in the flank area on both sides of the body (2 × 10^6^ cells in each flank). The subcutaneous tumors were harvested after 14 days. (**b**) Tumor volume in WT and TSK mice. Unpaired *t*-test. (**c**) Percentage of 250 µm^2^ tiles overlayed on digitized tumor sections of H&E images that contained muscle cells, adipose cells, and/or vasculature surrounded by cancer cells. Unpaired *t*-test. (**d**) Representative H&E-stained sections of subcutaneous tumors. The arrows in the upper panels indicate immune cell infiltrates. Scale bars, 200 µm. The lower panels are magnified images of the square areas in the upper panels. The asterisk indicates an adipocyte engulfed by cancer cells. Scale bars, 10 µm. (**e**) Unsupervised graph-based clustering of single-cell suspensions of tumors isolated from WT and TSK mice, visualized by UMAP plot. Each cluster is color-coded according to the cell type annotation. (**f**) Histogram showing the proportions of individual cell types in tumors from WT and TSK mice. (**g**) UMAP plot of reclustered T cells. Each cluster is color-coded based on differential gene expression in individual immune cell subsets. (**h**) Histogram showing the proportions of individual T cell types. (**i**) Heatmap overlay of log 2 expression of Lef1 and Tcf7 in T cell clusters.

**Figure 3:**
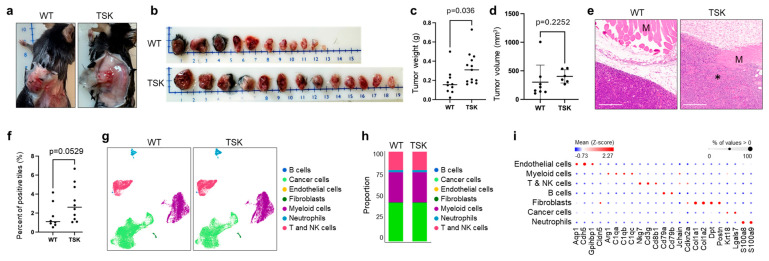
**Increased invasiveness of subcutaneous breast cancer in TSK mice.** Female TSK mice (*n* = 10) and WT littermates (*n* = 11) were subcutaneously injected with the EO771 syngeneic mouse breast cancer cell line in the flank area on both sides of the body (2 × 10^6^ cells in each flank). (**a**) Representative picture of a subcutaneous tumor from WT and TSK mice. (**b**) The subcutaneous tumors were harvested after 18 days. (**c**) Tumor weight in WT and TSK mice. Unpaired *t*-test. (**d**) Tumor volume in WT and TSK mice. Unpaired *t*-test. (**e**) Representative H&E-stained sections of subcutaneous tumors. The asterisk indicates tumor cell invasion into the muscle tissue (M). Scale bar, 300 µm. (**f**) Percentage of 250 µm^2^ tiles overlayed on digitized tumor sections of H&E images that contained muscle cells, adipose cells, and/or vasculature surrounded by cancer cells. (**g**) Unsupervised graph-based clustering of single-cell suspensions of tumors isolated from WT and TSK mice, visualized by UMAP plot. Each cluster is color-coded according to the cell type annotation. (**h**) Histogram showing the proportions of individual cell types in tumors from WT and TSK mice. (**i**) Dot plot showing the expression of representative cell-type-specific markers across different cell clusters. The color intensity reflects the average gene expression, and the size indicates the percentage of cells expressing the gene within that cell type.

**Figure 4:**
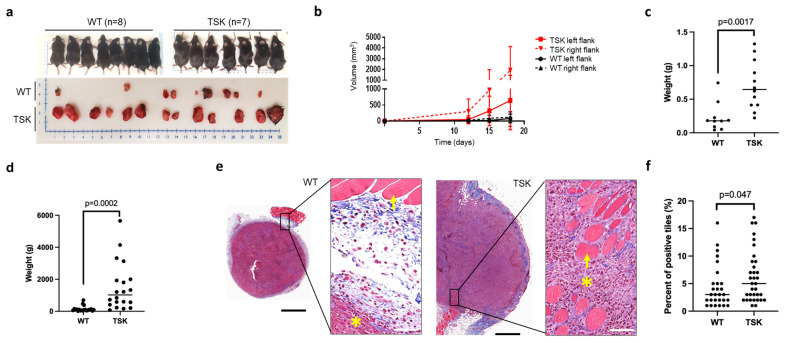
**Accelerated progression of subcutaneous ovarian cancer in TSK mice.** (**a**) Male TSK (*n* = 7) and WT (*n* = 8) mice were subcutaneously injected in both flanks with 1 × 10^6^ SO syngeneic mouse ovarian cancer cells per site. Tumors were harvested on day 18, when ulceration began in TSK mice. (**b**) Subcutaneous tumor volume measured over time. (**c**) Combined wet tumor weight from both flanks presented as a single value per mouse (paired *t*-test). (**d**) The same experimental design was repeated in female TSK (*n* = 13) and WT (*n* = 11) mice. Combined wet tumor weight from both flanks is presented as a single value per mouse (paired *t*-test). (**e**) Representative Masson’s trichrome-stained sections of subcutaneous ovarian cancer nodules. Asterisks indicate tumors, while arrows indicate muscle. Scale bars: 600 µm and 60 µm in low- and high-magnification images, respectively. (**f**) Percentage of 250 µm^2^ tiles overlayed on digitized tumor sections of Masson’s trichrome-stained images that contained muscle cells, adipose cells, and/or vasculature surrounded by cancer cells. Unpaired *t*-test.

**Figure 5:**
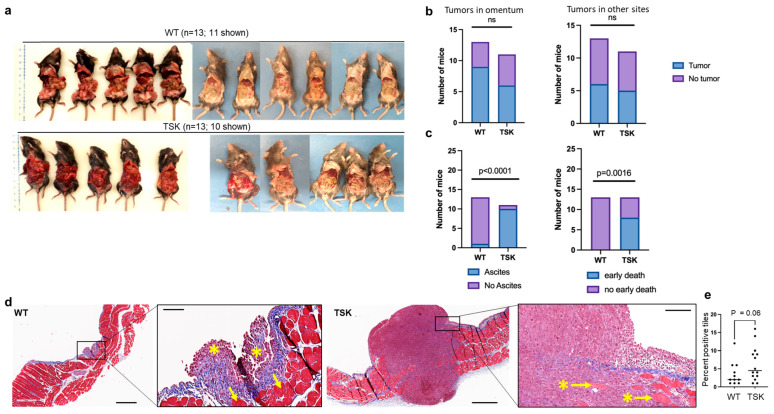
**Accelerated progression of intraperitoneal ovarian cancer in TSK mice.** (**a**) Results from two independent experiments in female mice with a total of 13 WT and 13 TSK mice. Mice were intraperitoneally injected with 1 × 10^6^ SO syngeneic mouse ovarian cancer cells. At necropsy, ascites was present in TSK mice but absent in WT mice. Both groups of mice exhibited similar tumor burden on the omentum and other sites. (**b**) Histograms showing the presence of tumors in the omentum (left) and other sites (right), Chi-square (χ^2^) test. (**c**) Histograms showing the presence of ascites (left) and early onset of death (right) as a measurement of disease severity, Chi-square (χ^2^) test. (**d**) Representative Masson’s trichrome-stained sections of intraperitoneal tumors from WT and TSK mice. Scale bars: 600 µm and 100 µm in low- and high-magnification images, respectively. Asterisks indicate tumors, while arrows indicate muscle. (**e**) Percentage of 250 µm^2^ tiles overlayed on digitized tumor sections of Masson’s trichrome-stained images that contained muscle cells, adipose cells, vasculature, and peritoneal organ tissues surrounded by cancer cells, unpaired *t*-test.

**Figure 6:**
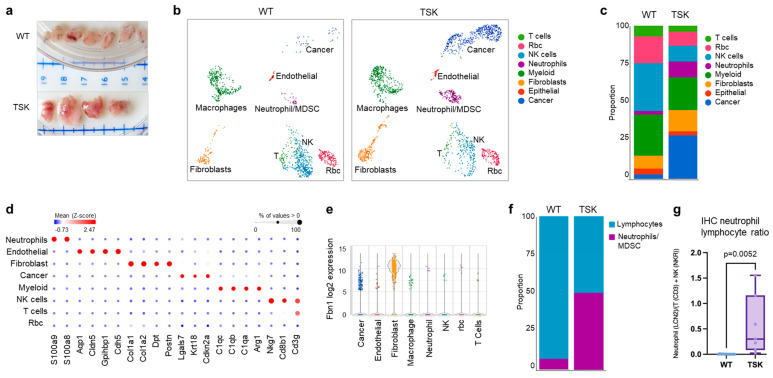
Single-cell RNA sequencing-based tumor microenvironment analysis of syngeneic subcutaneous ovarian tumors from WT and TSK mice. (**a**) Picture of tumors collected from 4 WT mice (top) and 4 TSK mice (bottom) used for single-cell RNA sequencing analysis. (**b**) Unsupervised graph-based clustering of single-cell suspensions of tumors isolated from WT and TSK mice, visualized by UMAP plot. Each cluster is color-coded according to the cell type annotation. (**c**) Histogram showing the proportions of individual cell types in tumors from WT and TSK mice. (**d**) Dot plot showing the expression of representative cell-type-specific markers across different cell clusters. The color intensity reflects the average gene expression, and the size indicates the percentage of cells expressing the gene within that cell type. (**e**) Violin plots of log 2-transformed Fbn1 expression in different cell clusters. (**f**) Histogram showing the proportion of T and NK cells vs. neutrophils/MDSC in tumors from WT and TSK mice. (**g**) Neutrophil-to-lymphocyte ratio calculated from immunohistochemical staining of tumor sections with antibodies specific for T cells, NK cells, and neutrophils. Unpaired *t*-test. Rbc, red blood cells.

**Figure 7:**
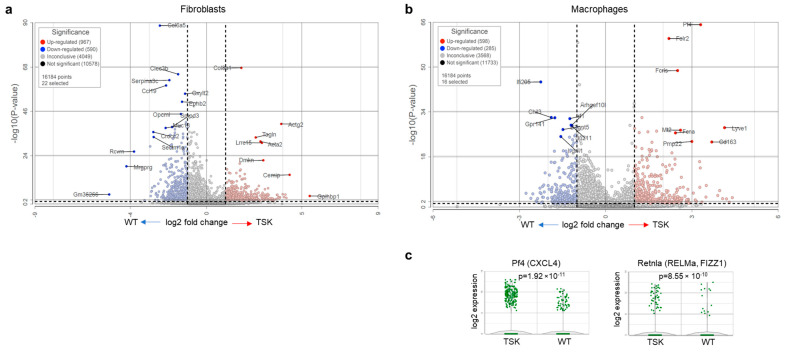
**Fibroblast and macrophage expression comparison of WT and TSK ovarian tumors.** (**a**) Volcano plot representing differential gene expression (ANOVA) in fibroblasts between WT and TSK mice. (**b**) Volcano plot representing differential gene expression (ANOVA) in macrophages between WT and TSK mice. (**c**) Violin plot showing PF4 (left) and Retnla (right) expression in macrophages between WT and TSK mice. ANOVA.

## Data Availability

Data obtained through bulk RNA sequencing and single-cell RNA sequencing of skin and tumor tissues have been deposited in the Gene Expression Omnibus (GEO) under the following accession numbers: bulk RNA-seq skin (GSE255493), single-cell RNA-seq skin (GSE292228), single-cell RNA-seq melanoma (GSE292227), single-cell RNA-seq breast cancer (GSE292229), and single-cell RNA-seq ovarian cancer (GSE255492).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cancers17182943/s1: Figure S1: Differentially expressed genes in keratinocytes from dorsal skins of WT and TSK mice. Figure S2: Quantification of tumor invasiveness. Figure S3: Expression of canonical cell type markers in subcutaneous melanoma B16F10 tumors analyzed by single-cell RNA sequencing. Figure S4: Fibrillin expression in human ovarian cancer. Figure S5: Gene signature enriched in the skin of TSK mice is associated with the mesenchymal (c1) molecular subtype of ovarian cancer. Figure S6: Gene signature enriched in the skin of TSK mice is associated with ovarian cancer invasion, metastasis, and suboptimal surgical debulking. Figure S7: Quantification of tumor invasiveness. Figure S8: Ovarian tumors from WT mice are enriched for T cells and NK cells, while ovarian tumors from TSK mice are enriched for neutrophils. Figure S9: Immunohistochemical detection of T cells (CD3 antibody), NK cells (NKR-P1 antibody), and neutrophils (LCN2 antibody). Figure S10: Upregulation of Pf4 and Retnla expression in myeloid cells in melanoma and breast tumors in TSK mice. Table S1: Differentially expressed genes in TSK and WT dorsal skin, bulk RNA-seq. Table S2: Differentially expressed genes in TSK and WT dorsal skin, single-cell RNA seq. Table S3. Associated to Figure 6g. 

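The listed numbers are the paper's own and mostly not whole numbers, and the area they refer to is not given with them. CD3-positive cells averaged 919 ± 432 (SD, n = 7) in TSK and 2107 ± 638 (SD, n = 11) in WT, with a two-sided exact permutation p of 0.000786 (0.00236 after Benjamini-Hochberg correction over the 3 stains). NKR-positive cells averaged 63.2 ± 26.7 in TSK and 125 ± 62.1 in WT (exact permutation p = 0.0204, corrected 0.0204). For both stains, 7 of 7 TSK entries were below the WT median. LCN2-positive cells averaged 41.0 ± 47.6 in TSK and 5.77 ± 8.57 in WT (exact permutation p = 0.00836, corrected 0.0125), and 7 of 7 TSK entries were above the WT median. Exact permutation of the difference divided by its standard error, chosen after seeing the data, gave an uncorrected p of 0.000691 for CD3, 0.00691 for NKR and 0.0389 for LCN2.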

Absolute number of positive cells for CD3, NKR, and LCN2.

## Abbreviations

The following abbreviations are used in this manuscript:

TSK	Tight skin
WT	Wild type
CAF	Cancer-associated fibroblasts
TAM	Tumor-associated macrophages
ECM	Extracellular matrix
TCGB	Technology Center for Genomics & Bioinformatics
UCLA	University of California, Los Angeles
UMI	Unique molecular identifier
FDR	False Discovery Rate
UMAP	Uniform manifold approximation and projection
TCGA	The Cancer Genome Atlas
AOCS	Australian Ovarian Cancer Study

# Supplementary material for: Cancer Growth and Invasion Are Increased in the Tight Skin (TSK) Mouse
**Source:** Cancers (Basel). 2025 Sep 9;17(18):2943. doi: 10.3390/cancers17182943
**Supplement:** Supplementary file 1

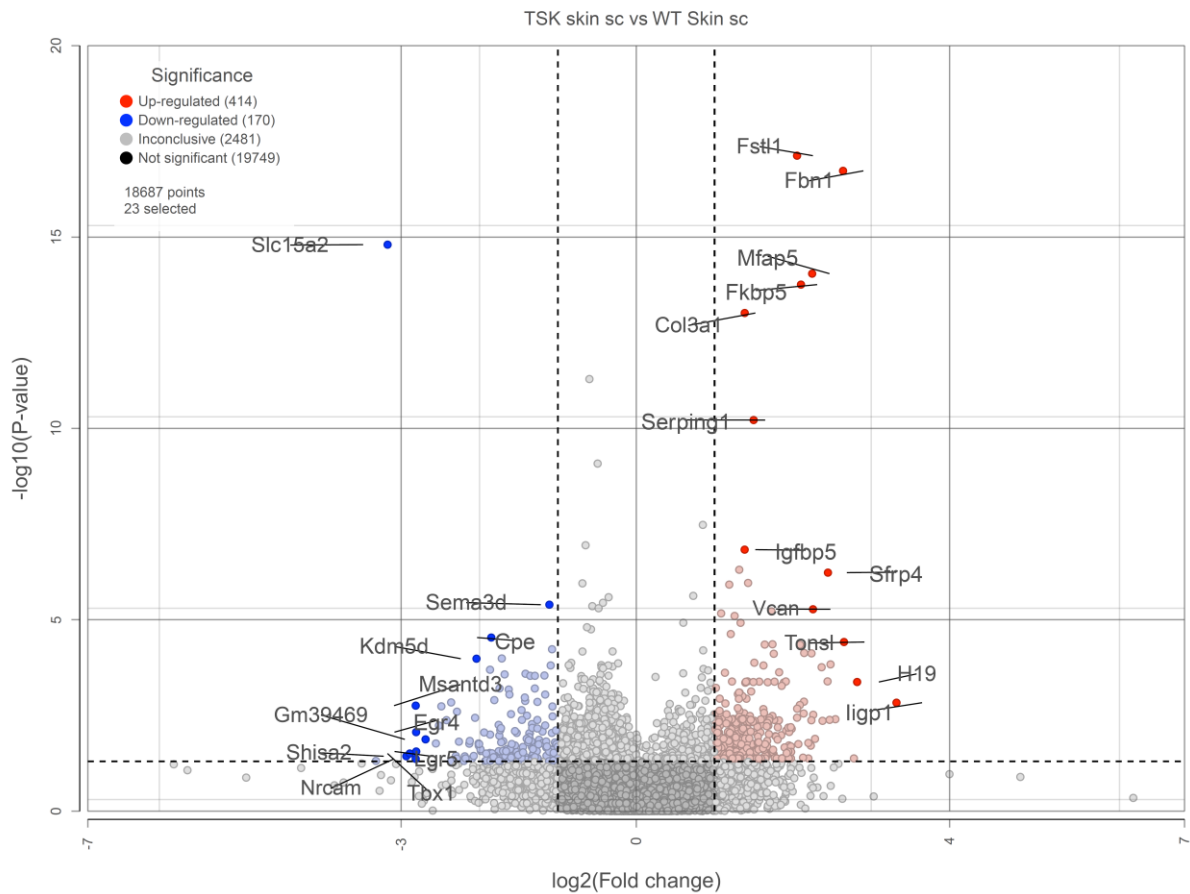

**Figure S1. (Related to Fig.1e,f) Differentially expressed genes in keratinocytes from dorsal skins of WT and TSK mice.** Volcano plot of differentially expressed genes in cell cluster identified as keratinocytes by single-cell RNA sequencing and graph-based clustering.

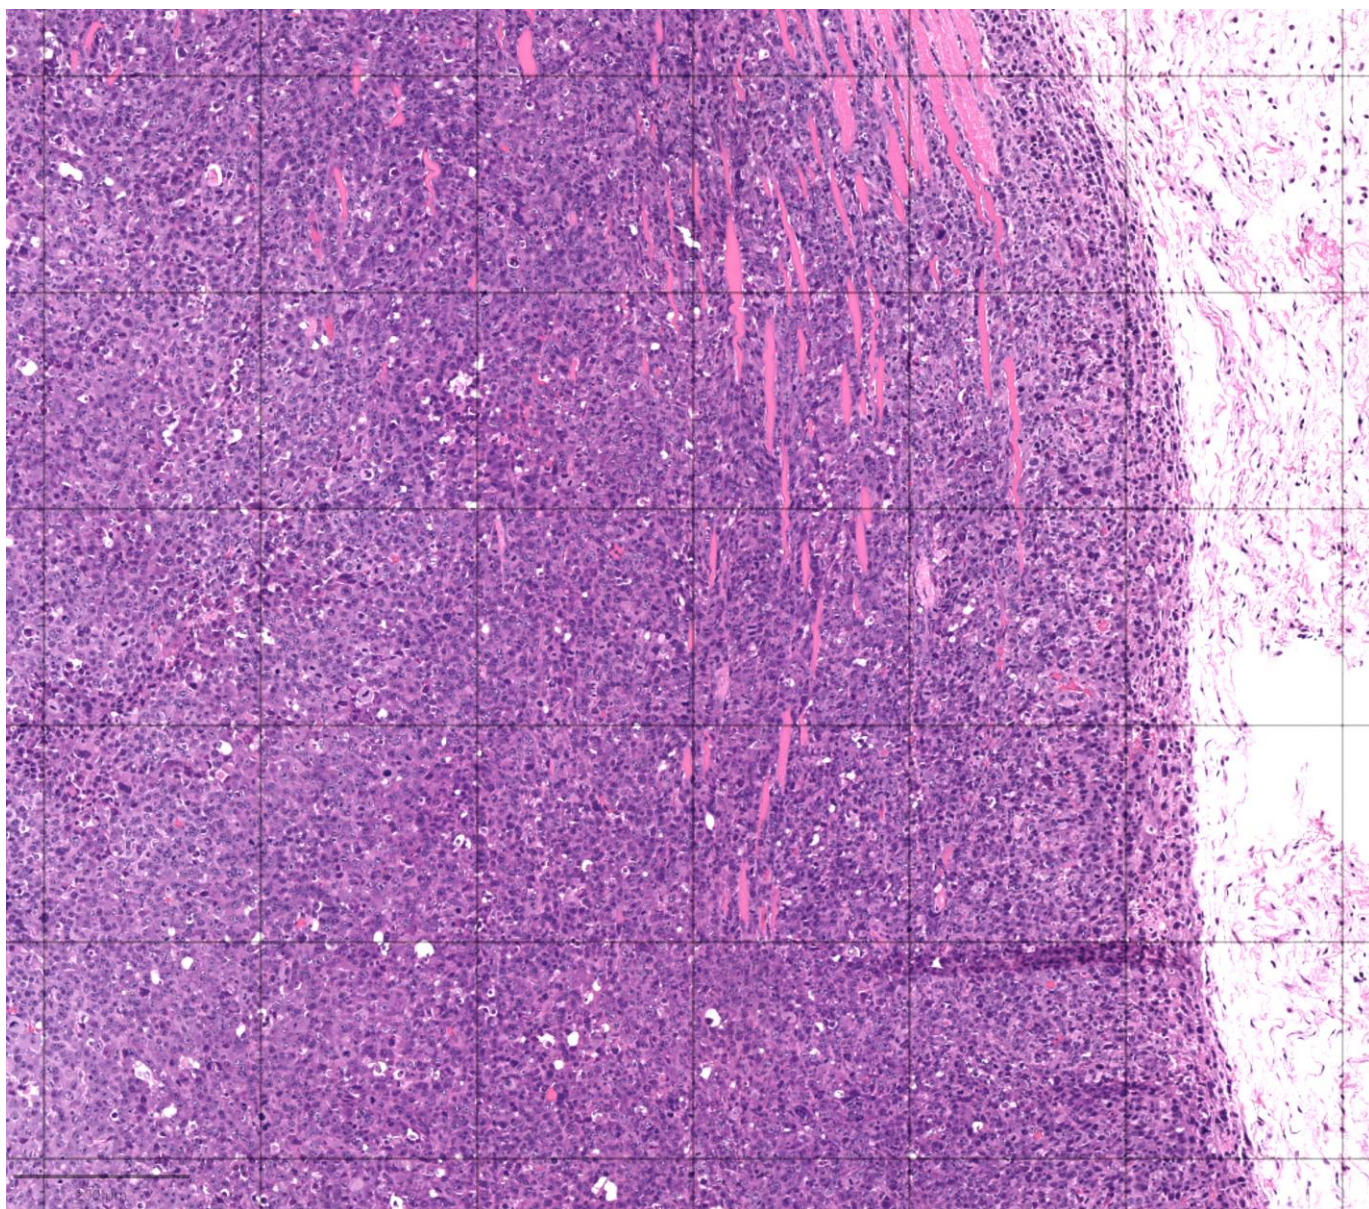

**Figure S2. (Related to Fig. 2c,d) Quantification of tumor invasiveness:** Tumor sections stained with H&E were digitized at 20x magnification using the Leica Aperio AT Turbo slide scanner. The digitized images were overlaid with 250 µm square tiles, and each tile was manually scored as positive if it contained muscle cells, adipose cells, or blood vessels encircled by cancer cells.

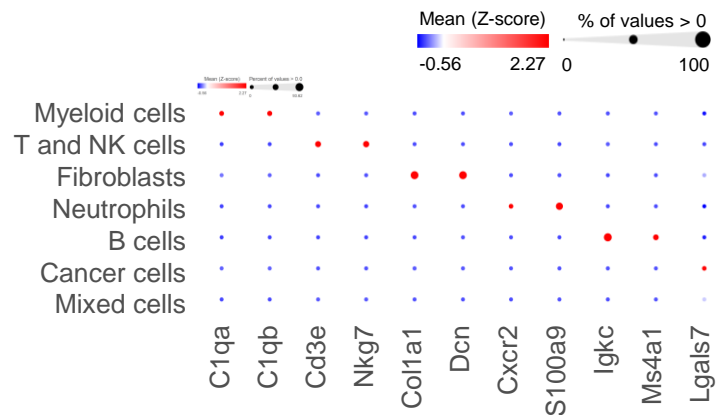

**Figure S3. (Related to Fig. 2e,f) Expression of canonical cell type markers in subcutaneous melanoma B16F10 tumors analyzed by single-cell RNA sequencing.** Dot plot showing the expression of representative cell-type specific markers across different cell clusters. The color intensity reflects the average gene expression, and the size indicates the percentage of cells expressing the gene within that cell type.

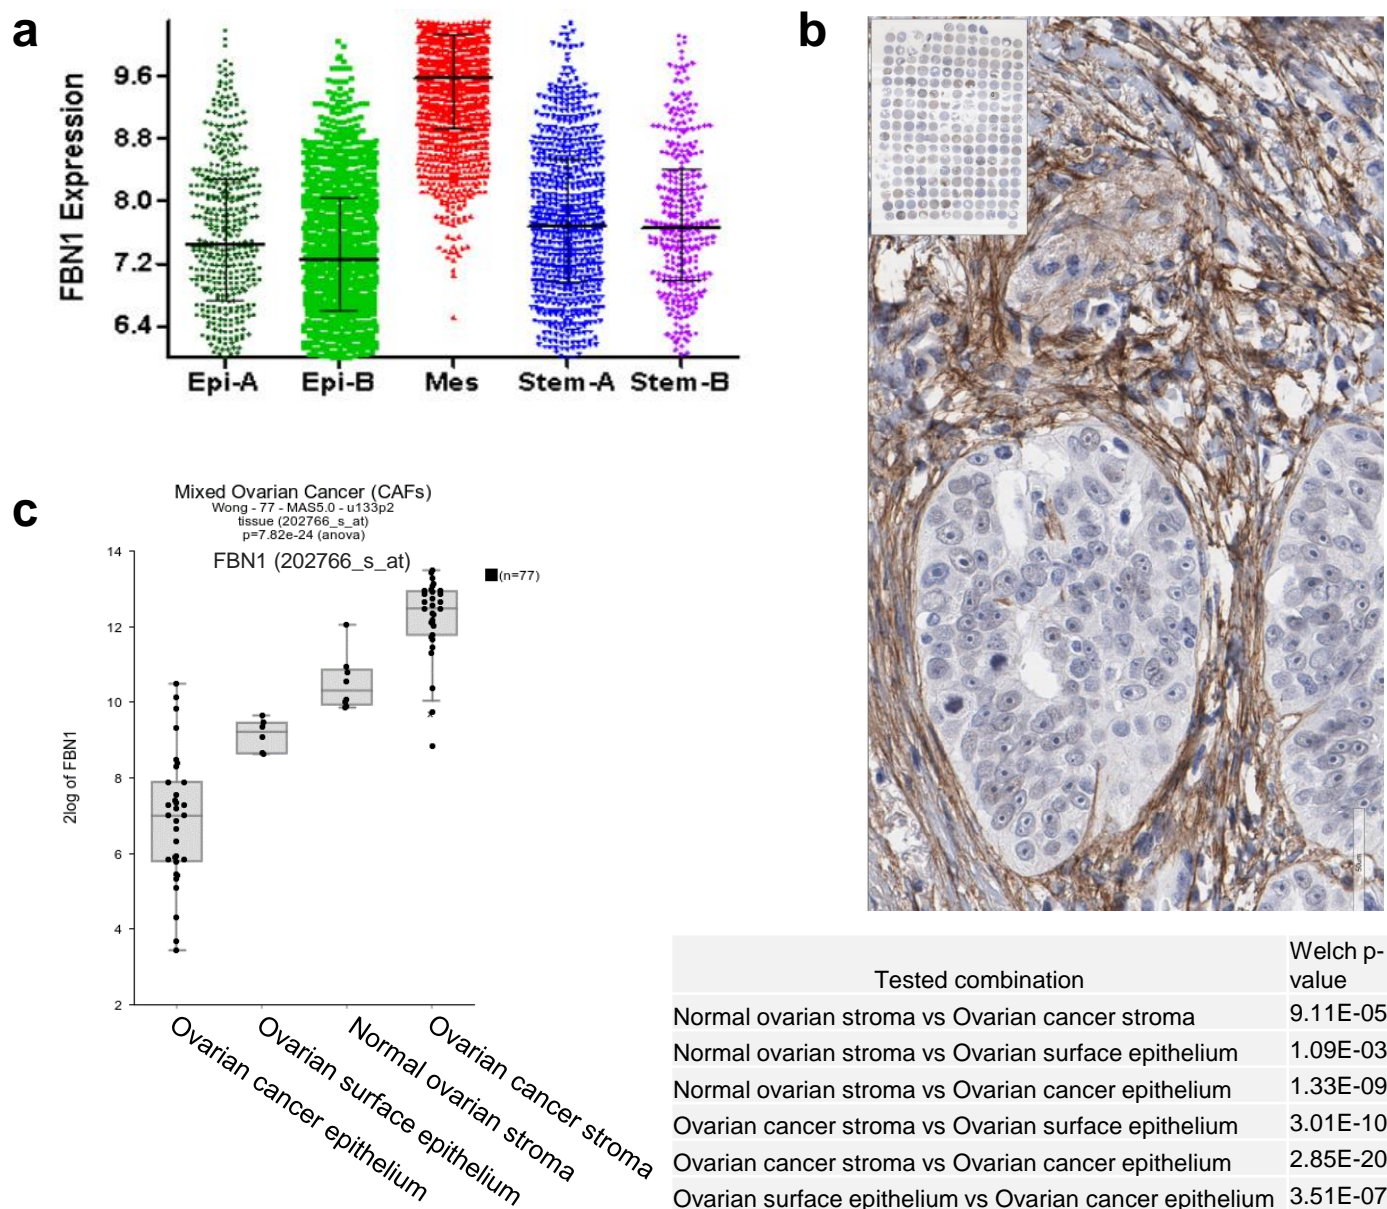

**Figure S4. Fibrillin expression in human ovarian cancer.** (a) FBN1 expression in different molecular subtypes of ovarian cancer\*. (b) Immunohistochemical detection of FBN1 in a tissue microarray of high-grade serous ovarian cancer. (c), FBN1 RNA expression in laser capture microdissected epithelial and stromal cell types in the normal ovary and ovarian carcinoma.\*\*

\*<http://csiovdb.mc.ntu.edu.tw/CSIOVDB.html>; accessed 08/13/2023.

\*\*<https://hgserver2.amc.nl/cgi-bin/r2/main.cgi?openpage=login>; accessed 08/13/2023.

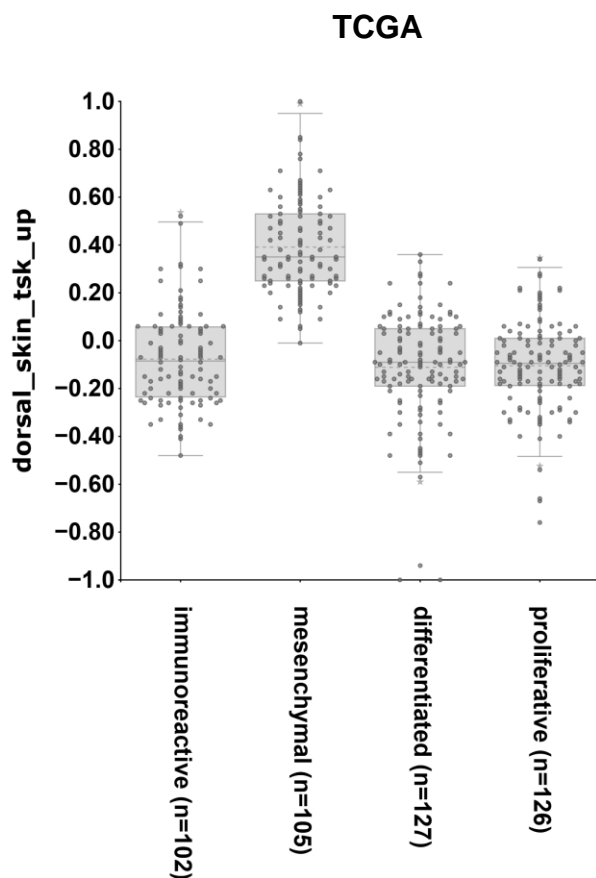

**One Way Analysis of variance (ANOVA):**

| ANOVA   | sum_square | df  | mean_square | F       | p-value         |
|---------|------------|-----|-------------|---------|-----------------|
| Between | 19.551     | 3   | 6.517       | 156.593 | <b>9.25e-70</b> |
| Within  | 18.977     | 456 | 0.042       | -       | -               |

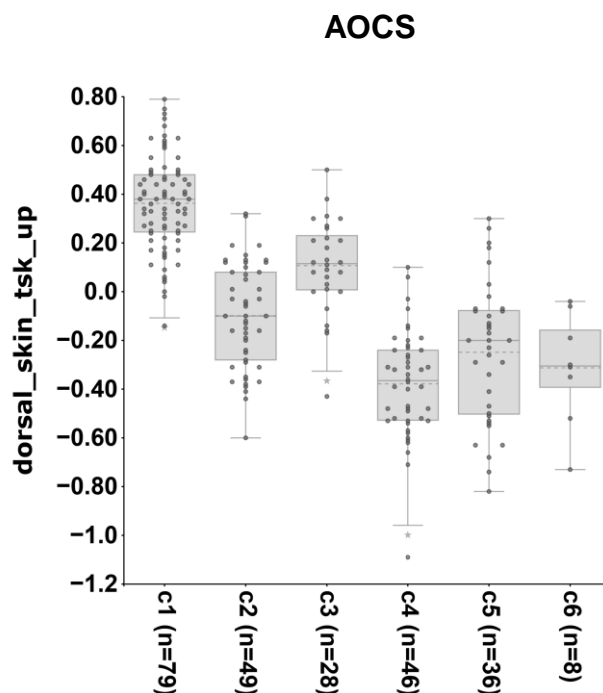

**One Way Analysis of variance (ANOVA):**

| ANOVA   | sum_square | df  | mean_square | F      | p-value         |
|---------|------------|-----|-------------|--------|-----------------|
| Between | 20.754     | 5   | 4.151       | 86.726 | <b>8.56e-52</b> |
| Within  | 11.487     | 240 | 0.048       | -      | -               |

**Figure S5. Gene signature enriched in the skin of TSK mice is associated with the mesenchymal (c1) molecular subtype of ovarian cancer.** Relative expression of the 185-gene signature upregulated in adult dorsal skin of TSK mice in TCGA and AOCS molecular subtypes of ovarian cancer. The plots were generated using R2 Genomics Analysis and Visualization Platform ([https://hgserver2.amc.nl/cgi-bin/r2/main.cgi?open\\_page](https://hgserver2.amc.nl/cgi-bin/r2/main.cgi?open_page)).

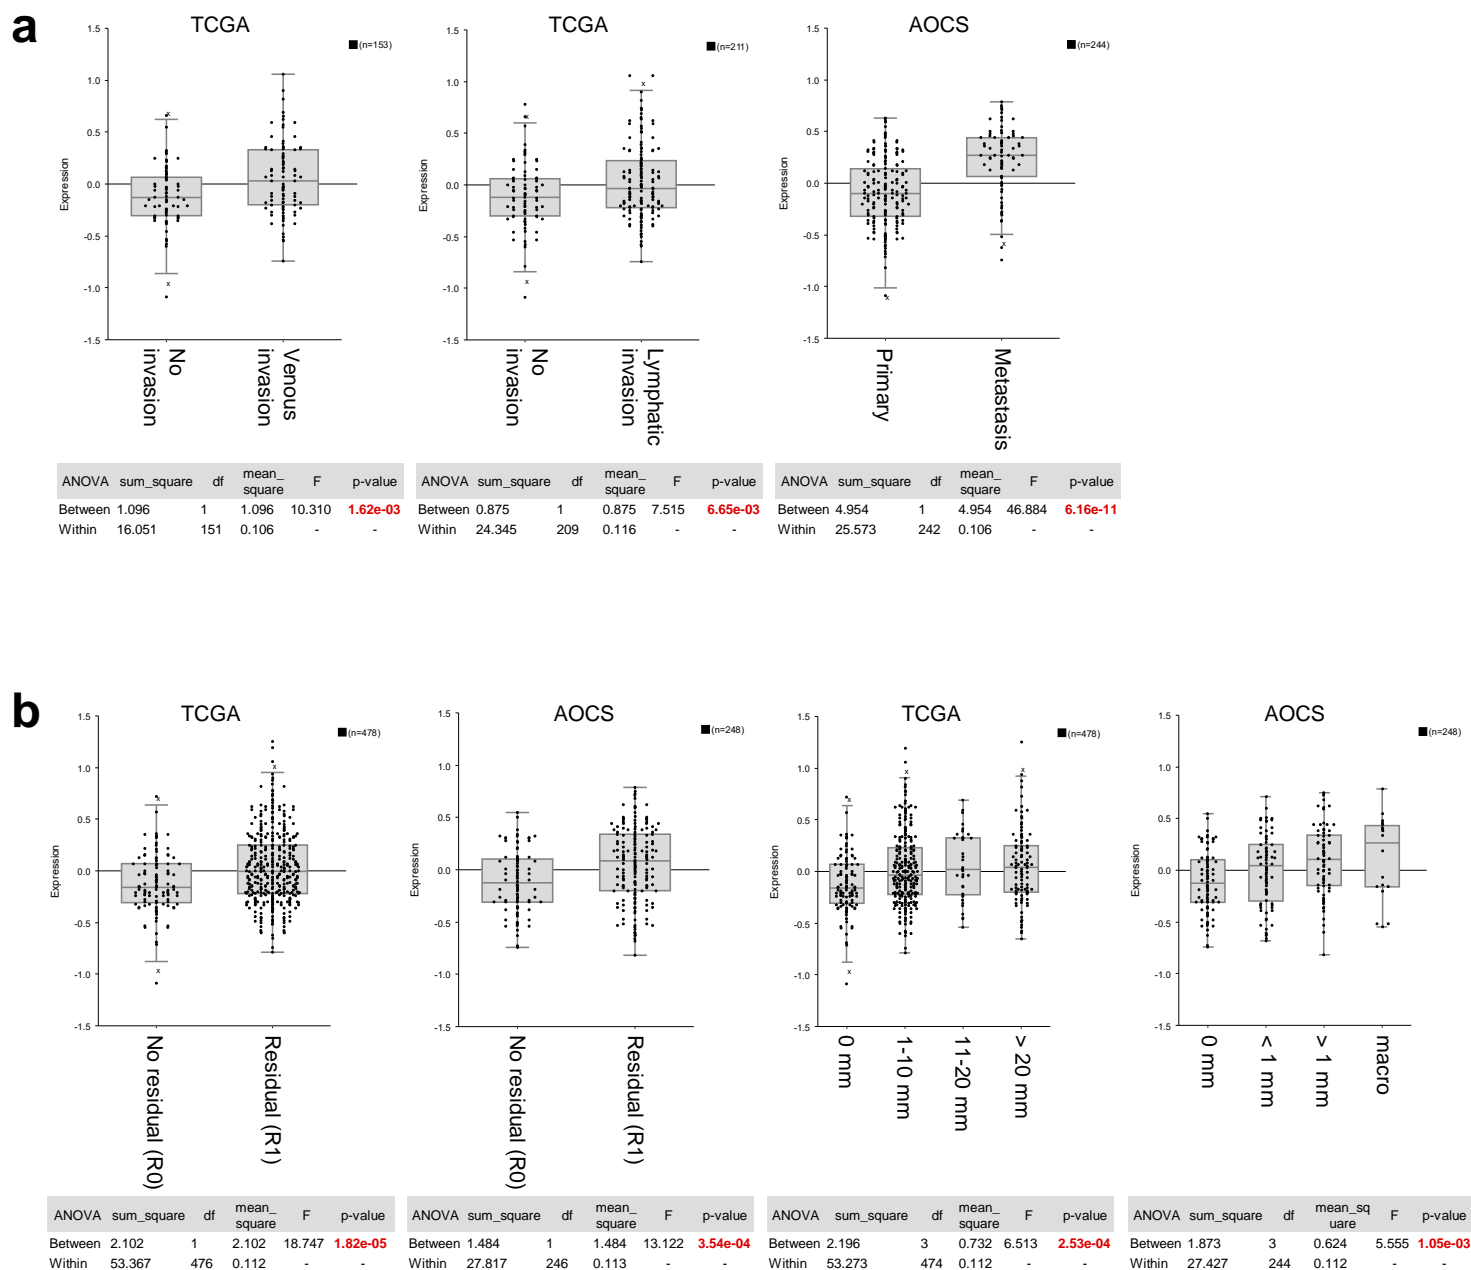

**Figure S6. Gene signature enriched in the skin of TSK mice is associated with ovarian cancer invasion, metastasis, and suboptimal surgical debulking.** (a) Relative expression of the 185-gene signature upregulated in adult dorsal skin of TSK mice in TCGA and AOCS ovarian cancer patients with different levels of lymphovascular invasion and site of tumor collection. Primary tumors were collected from the ovary, adnexa, or fallopian tube while metastases were collected from the upper abdomen. (b), Relative expression of the 185-gene signature upregulated in adult dorsal skin of TSK mice in TCGA and AOCS high-grade serous ovarian cancer patients with different outcomes of primary debulking surgery. The plots were generated using R2 Genomics Analysis and Visualization Platform ([https://hgserver2.amc.nl/cgi-bin/r2/main.cgi?open\\_page](https://hgserver2.amc.nl/cgi-bin/r2/main.cgi?open_page)).

**a**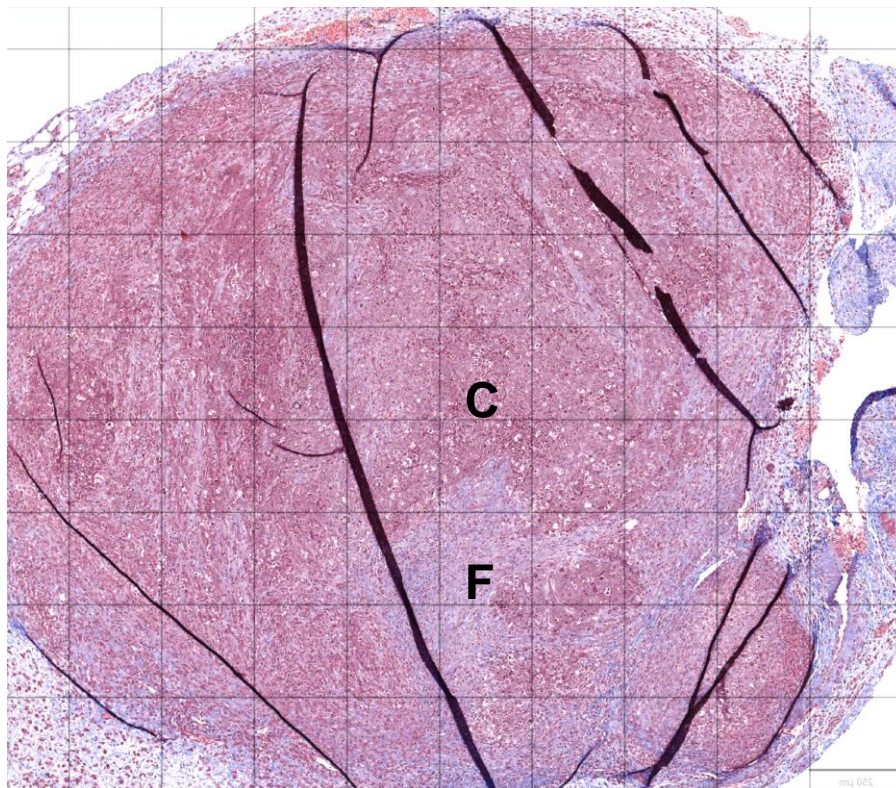**b**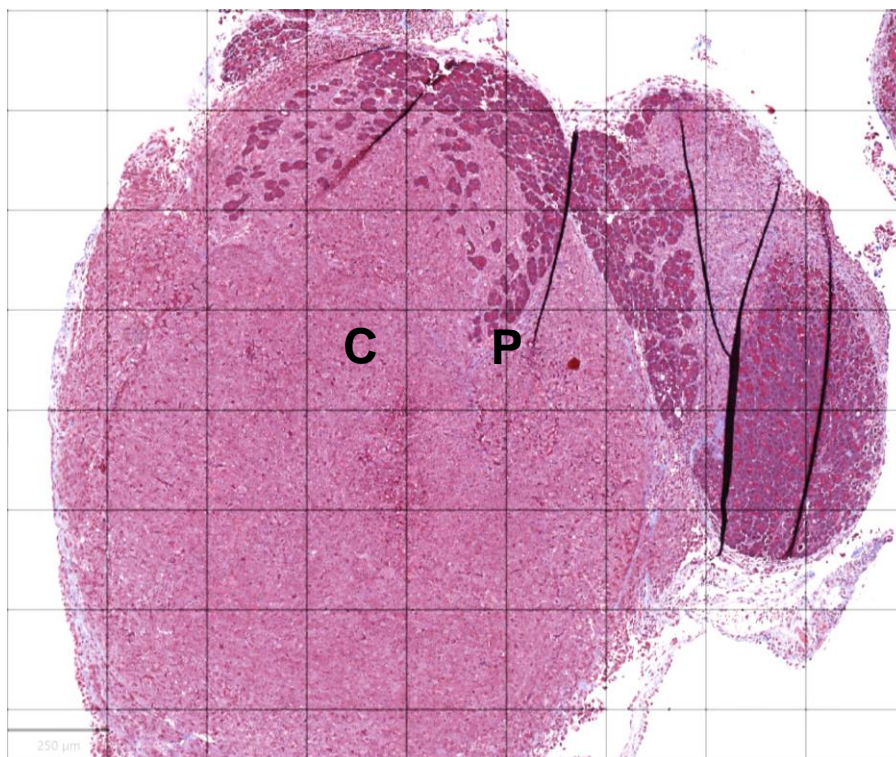

**Figure S7. (Related to Fig. 4f and Fig. 5d) Quantification of tumor invasiveness:** Tumor sections stained with Masson's trichrome were digitized at 20x magnification using the Leica Aperio AT Turbo slide scanner. The digitized images were overlaid with 250  $\mu\text{m}$  square tiles, and each tile was manually scored as positive if it contained noncancer tissue encircled by cancer cells. **(a)** noncancer cells included fibroblasts, muscle cells, adipose cells, or blood vessels encircled by cancer cells. C, cancer; F, fibroblasts. **(b)**, noncancer cells included fibroblasts, muscle cells, adipose cells, blood vessels, and peritoneal organ tissues encircled by cancer cells. C, cancer; F, fibroblasts, P, pancreas.

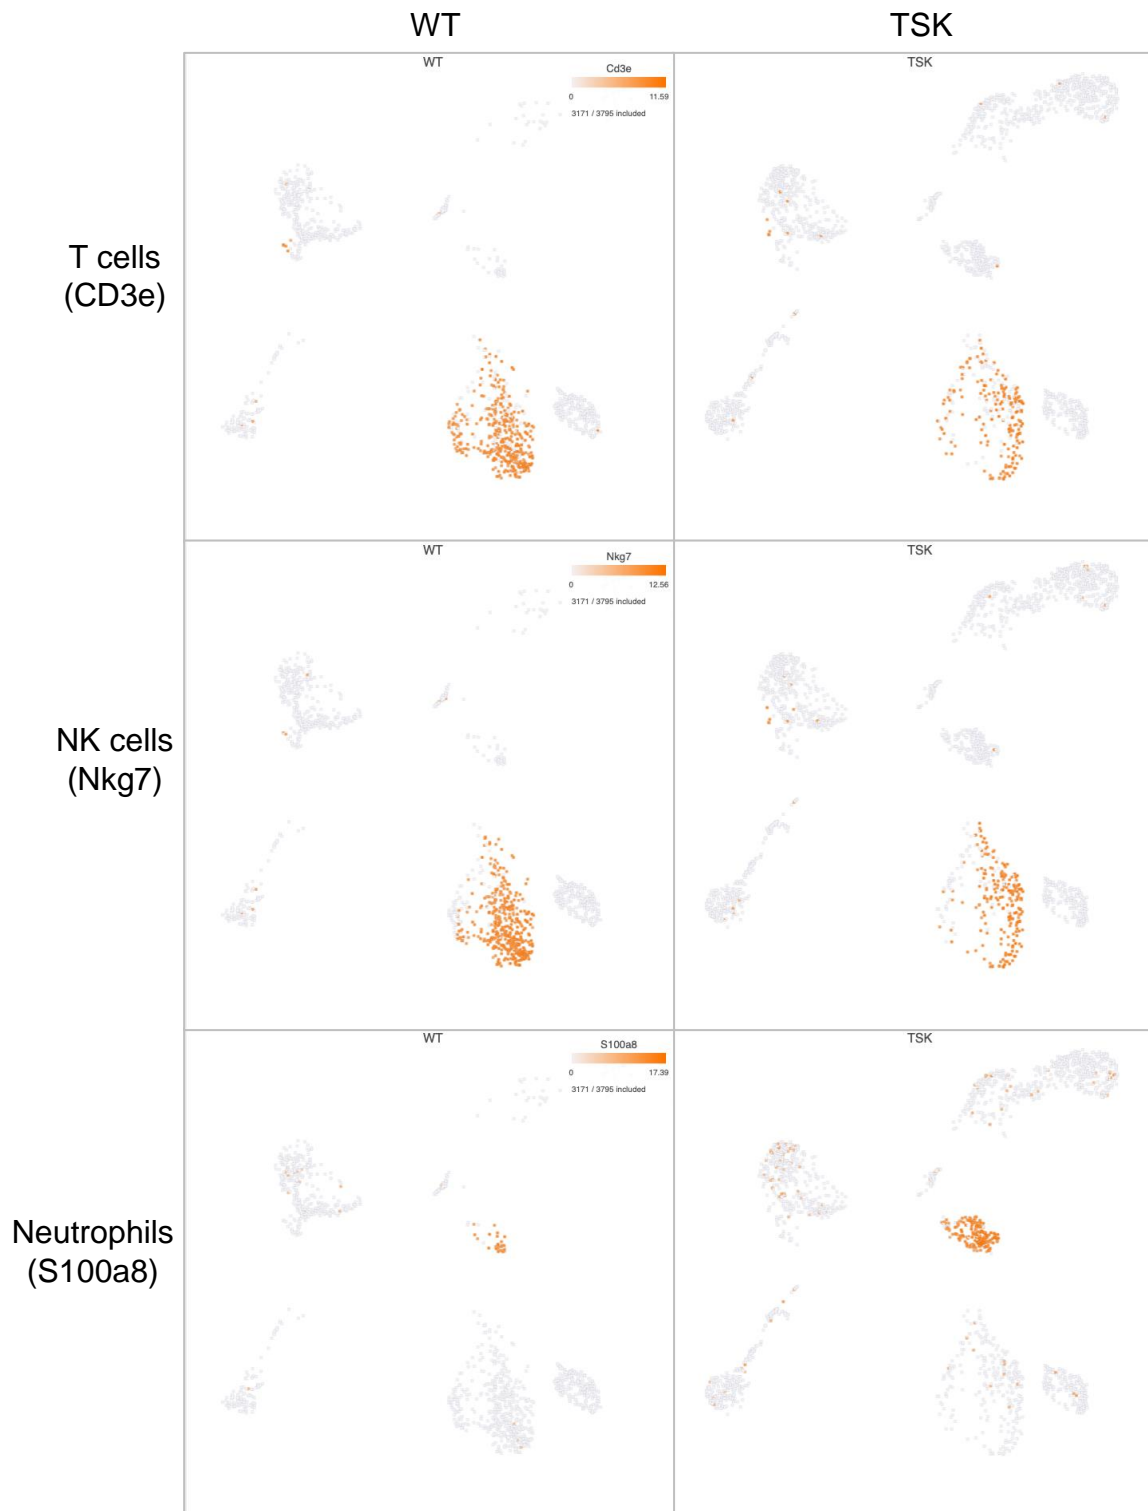

**Figure S8. (Related to Fig. 6b) Ovarian tumors from WT mice are enriched for T cells and NK cells, while ovarian tumors from TSK mice are enriched for neutrophils.** Single-cell RNA sequencing UMAP plot clusters overlaid with gene expression heat maps of transcripts that delineate T cells (Cd3e), NK cells (Nkg7), and neutrophils (S100a8). The color gradients indicate log2 expression. The clustering analysis and gene expression gradients were plotted using Partek software (Illumina).

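Cd3e (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627, minus strand) had a UMI in 349 of the 1139 WT cells (30.6%) and in 219 of the 1953 TSK cells (11.2%); after thinning to 500 UMIs per cell, the shares were 7.02% and 3.53%. Nkg7 (ENSMUSG00000004612, chromosome 7, 43437073 to 43438249, plus strand) was found in 30.5% of the WT and 11.9% of the TSK cells, and in 10.8% and 5.27% after thinning. Most of these cells were T-like, since Nkg7 had a UMI in 419 of the 448 cells of the first lymphocyte-like cluster, where Ncr1 or Klrb1c was found in 1 cell. S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035, plus strand) was found in 2.81% of the WT and 14.2% of the TSK cells (2.02% and 10.4% after thinning). Lymphocyte-like cells held 98.7% of the 1669 Cd3e UMIs and 99.2% of the 2987 Nkg7 UMIs, and neutrophil-like cells held 98.5% of the 13272 S100a8 UMIs. In classes that should lack these genes, without thinning, Cd3e had a UMI in 0.431% of the WT and 1.14% of the TSK macrophage-like cells, Nkg7 in 0.431% and 0.915%, and S100a8 in 0.668% and 3.87% of the lymphocyte-like cells. Median depths were 5886 and 4288 UMIs in the macrophage-like cells and 6269 and 2621 UMIs in the lymphocyte-like cells of the WT and TSK libraries.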

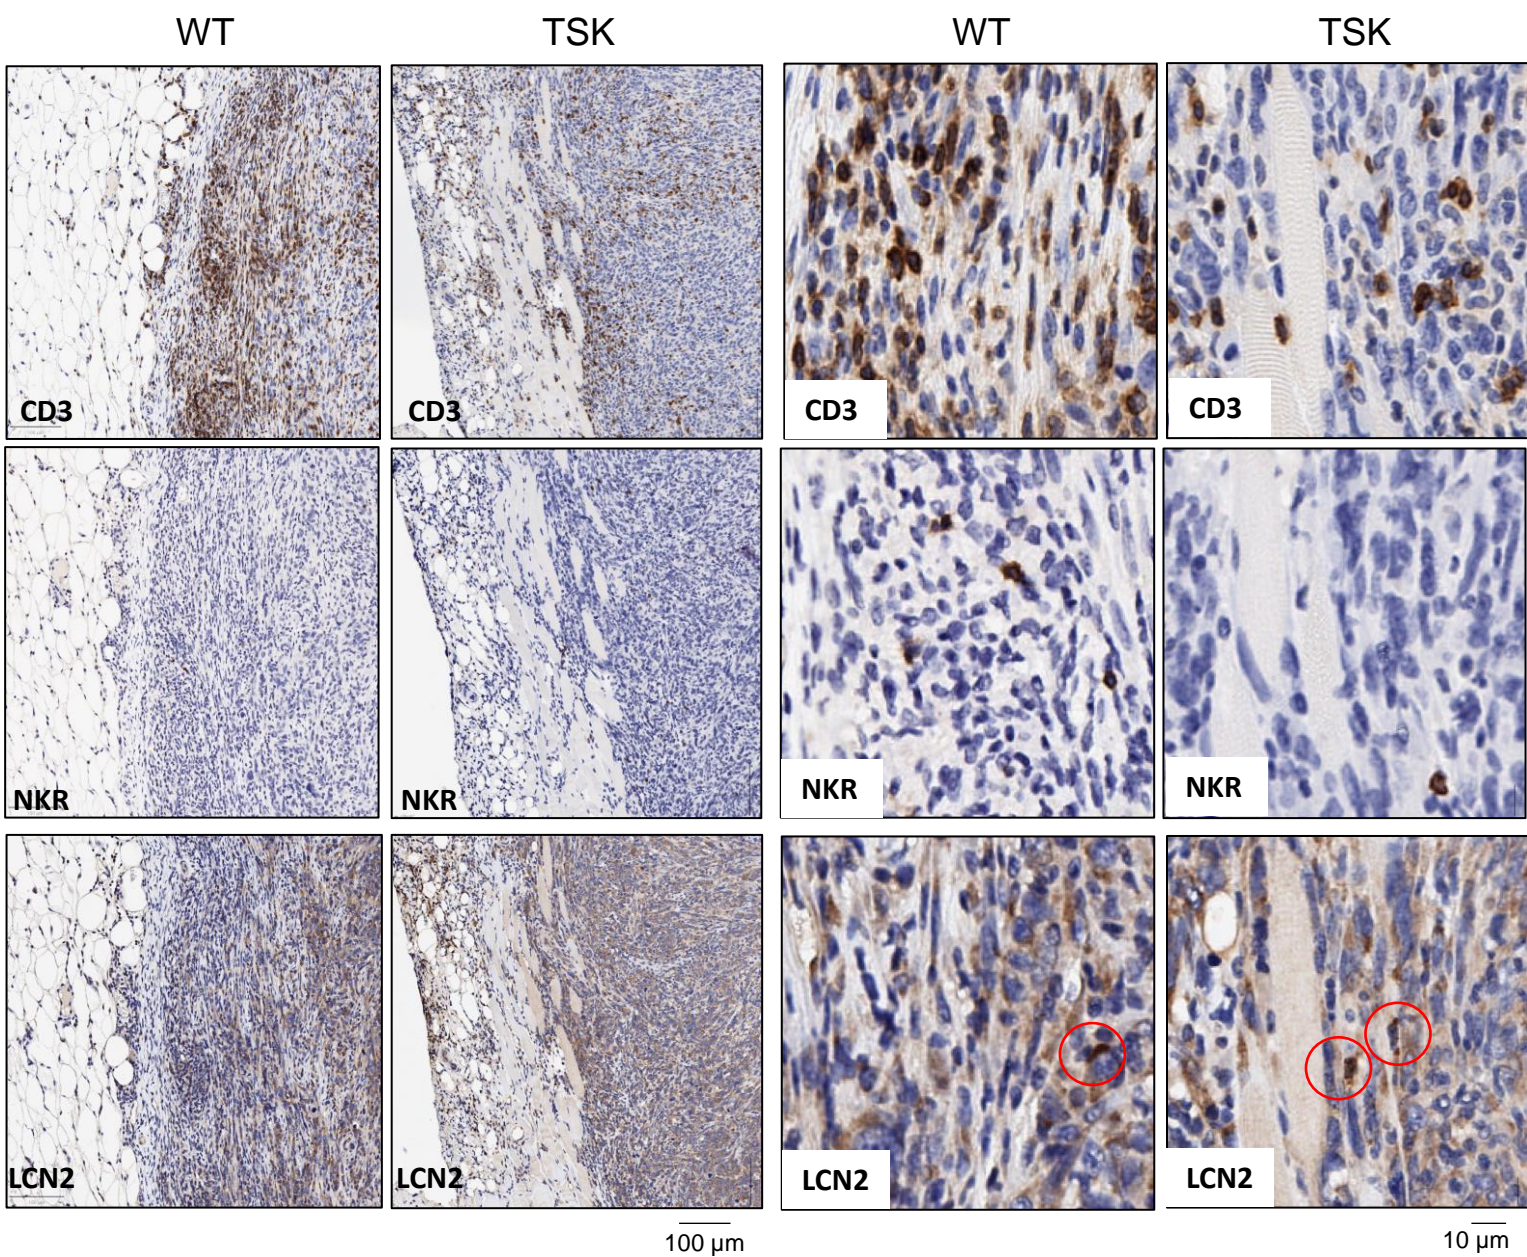

**Figure S9. (Related to Fig. 6e) Immunohistochemical detection of T cells (CD3 antibody), NK cells (NKR-P1 antibody), and neutrophils (LCN2 antibody).** Shown are representative consecutive sections of subcutaneous ovarian cancers in WT and TSK mice at low and high magnification. Red circles indicate LCN2 positive cells.

| Melanoma B16-m10 |         |             |                    |
|------------------|---------|-------------|--------------------|
| Gene             | P value | FDR step up | Fold change in TSK |
| Pf4              | 0.28    | 0.99        | 1.57               |
| Retnla           | 0.5     | 0.87        | 2.31               |

| Breast Cancer EO771 |         |             |                    |
|---------------------|---------|-------------|--------------------|
| Gene                | P value | FDR step up | Fold change in TSK |
| Pf4                 | 0.38    | 0.60        | 1.30               |
| Retnla              | 0.65    | 0.82        | 3.00               |

**Figure S10 (Related to Fig 7c) Upregulation of Pf4 and Retnla expression in myeloid cells in melanoma and breast tumors in TSK mice.** The tables show single-cell RNA sequencing data in myeloid cell clusters in B16-m10 melanoma and breast cancer EO771 breast cancer.

How the deposited data were processed for this re-analysis (not part of the article)

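The data comprise 2 single-cell RNA sequencing libraries (10x Genomics, 3′ ends) of subcutaneous SO ovarian tumors, 1 from the pooled tumors of 4 WT mice and 1 from those of 4 TSK mice. For each library the authors deposited the raw UMI counts per gene and cell barcode from Cell Ranger 7.1.0, which aligns the reads, counts each UMI once per gene and barcode and calls cells; the values are whole numbers and carry no normalization. The genome build behind the counts is not stated with them. Of the gene identifiers, 99.6% (32158) are in GENCODE M21 for GRCm38, 31436 with the same symbol, and the coordinates given are from that annotation. Depth, barcodes and cells per library are given with the first result.

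The paper's filter was applied (200 to 10000 genes, 500 to 10000 UMIs and at most 10% mitochondrial UMIs per cell). Cells were scaled to 10000 UMIs and log-transformed. The 2000 most variable genes with a UMI in at least 10 cells were reduced to 30 principal components, and a graph of 20 nearest neighbours was clustered with the Leiden method (resolution 1) using Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and leidenalg 0.10.2; figures were drawn with matplotlib 3.10.9, and scikit-image 0.26.0 set the threshold of the doublet caller. The clustering left out 29 genes that are results or are labelled in Figure 7, and the 5 sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. Clusters were named from marker lists of cell types: at least 3 markers in at least 10% of the cells, at 2-fold or more over the median of the clusters (pseudocount 0.1 UMIs per 10000), with the class decided by the markers among the 50 leading genes found in at least 20% of the cells. This rule keeps 4 clusters unnamed. Libraries were clustered together without batch correction, since batch and genotype cannot be separated with 1 library per genotype.

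Shares of cells, UMI sums per class and their ratios were computed with exact binomial, Poisson and conditional intervals (95%). A count of 0 was taken to allow up to 3 counts. Genes named in the text are those the paper names for these tumors, those that can be read in Figure 7, and, in fibroblast-like and macrophage-like cells, the 5 genes with the largest and the 5 with the smallest log2 ratio among genes with at least 50 UMIs in the class over both libraries and at least 10 in each; other genes were named only where a marker list or a test called for them. The calculation of ratios was tested on simulated data: known ratios were put into drawn counts of the fibroblast-like and macrophage-like class sums. The intervals covered the true ratio for 96.8% of 2354 genes and 95.9% of 6148 genes. These counts were drawn from the Poisson model that the intervals assume, without variation between cells. The test thus checks the calculation only, not whether the intervals are wide enough for real cells. Each interval covers counting error only, and genes with few UMIs have wide ones. With equal weight for each cell, the ratios of Fbn1, Col8a1 and Retnla fell outside their counting intervals.

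Stained cell numbers were read from the paper's Table S3 and compared by exact permutation of the group labels, with the number of LCN2-positive cells per CD3-positive and NKR-positive cells as the main measure. Alternatives for the libraries were no upper limits on UMIs and genes, up to 20% mitochondrial UMIs, removal of doublets called by an implementation of the Scrublet method, Leiden resolutions of 0.5 and 2, assignment of each cell alone to the class with the highest mean marker expression, other denominators, single genes in place of clusters for the neutrophil-to-lymphocyte ratio, scaling by the median of gene ratios, equal weight for each cell, and removal of cells with pericyte and smooth muscle or resident macrophage markers; for the stained cells they were the log10 of the ratio and each lymphocyte stain alone. Alternatives added after seeing the data removed barcodes found in both libraries, moved a cluster into a class, or used other tests for the stained cells (exact permutation of the difference divided by its standard error, an unpaired t-test and Welch's t-test, of which only the first has its p given, since 1 group has under 10 entries). A test of the makeup of the fibroblast-like class, with an alternative based on it, and a test of the cell filter on B-like cells are not reported here. The melanoma, breast cancer, skin and intraperitoneal tumor experiments were not analysed here, and Table S1 and Table S2 were not used here.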

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

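The tests of the shared barcodes were chosen only after the result was seen; the tests of B-like cells and of the cluster found only in the WT library were written down before their outcome was known.

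The paper does not report on barcodes shared between the libraries: 263 barcodes occurred in both. In the filtered cells they were concentrated in 3 clusters, the red blood cell-like one and the unnamed ones of 247 and 64 cells, where 218 of 257 WT cells (84.8%) and 220 of 220 TSK cells (100%) had a shared barcode. In the other clusters, 1.26% of the cells did (33 of 2615), which argues against chance reuse of barcodes. Of the 218 barcodes kept in both libraries, 206 (94.5%) fell in the same cluster both times. The TSK copy held a median of 0.834 times the UMIs of the WT copy, which argues against molecules moving from one of these libraries into the other, since the source would hold many times more. Cells of an embryonic type present in both tumors would carry independent barcodes, and the 100% of TSK cells with a shared barcode argues against that. The copies of a barcode were more alike than other cells of the same cluster: 11.5% of the WT copies had their own barcode as the closest TSK profile, against 0.459% by chance and a median of 0.917% (0 to 2.29%) with partners exchanged within clusters 20 times. This argues against unrelated cells as the whole source, but how molecules of a cell came into both libraries stays open. When the UMIs of each barcode were pooled and split at random 20 times, a median of 8.72% (7.80 to 10.1%) were closest to their own copy. The observed share lies above all 20 of these splits, and the UMI ratio of the copies varied more (SD of its natural log 0.0864) than counting allows (0.0484), so a random split in the same proportion for every cell does not describe the copies in full. Whether cells of another library had their UMIs divided between these libraries in some other way stays open, and no such library was looked for. The comparison with random splits was added after the share of 11.5% had first been read, by a limit of 50%, as excluding this explanation. These clusters also held 36 UMIs of Y-linked genes, against 2 in all other clusters, while the labels give female mice. They make up 22.6% of the WT and 11.3% of the TSK cells. Without the shared barcodes, the log2 ratio of TSK over WT was −1.20 for lymphocyte-like, 2.55 for cancer-like, 0.024 for macrophage-like, 1.71 for neutrophil-like and 0.60 for fibroblast-like cells.

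B-like cells, a class the paper does not report for these tumors, made up 1.54% of the TSK cells and 0.176% of the WT cells, a log2 ratio of 3.13 that fell to 1.03 (−0.33 to 2.63) with each cell assigned alone. The values argue against doublets with T cells or macrophages. None of the 32 B-like cells had a UMI of Cd3d, Cd3e, Cd3g or Trac (0 cells, which allows up to 9.38%). Of these cells, 6.25% had one of C1qa, C1qb, C1qc or Lyz2. The lymphocyte-like cells had 86.1% and the macrophage-like cells 82.1% for their own genes. Doublets with cells of other classes were not tested. Loss of WT B cells in the cell filter stays open, as do a difference between genotypes and lymphoid tissue taken along with 1 tumor, and the last 2 were not tested.

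The cluster found only in the WT library made up 4.04% of its cells and is not reported by the paper. A list of 6 eosinophil genes had been set for it, with 3 as the number needed, and exactly 3 were found: Alox15 in 26.1%, Ccr3 in 21.7% and Prg2 in 19.6% of the cells, against 8.70% for Siglecf, 2.17% for Il5ra and no UMI of Epx. An eosinophil origin is thus a candidate explanation that rests on few UMIs (18 of Alox15, 11 of Ccr3 and 22 of Prg2). The neutrophil markers Retnlg and G0s2 were also found in it. Its median of 691 UMIs per cell is low, and whether its absence from the TSK library is due to genotype or to the preparation of a single pool was not tested.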

How the results depend on the processing

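The alternatives without shared barcodes, with clusters moved between classes, with other tests of the stained cells, and those for further genes and for the B-like, endothelial-like and red blood cell-like shares were chosen only after the results were seen; the others were planned. No paired analysis was possible because each genotype has 1 pooled library and the labels and Table S3 pair no WT with a TSK animal or entry. A value counts as unchanged here when it stays within the counting interval of the reported value, since the libraries give no test.

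Under the alternatives set in advance, 94 values of the main results were unchanged by this measure, 27 moved and 1 reversed, a word kept here for a change of sign where the interval of the reported ratio excludes 0. The reversed one is the fibroblast-like share. Among those that moved, the sign also changed for Actg2 (2 alternatives), Acta2 (1) and the macrophage-like share (1), whose reported intervals include 0. The neutrophil-to-lymphocyte ratio (2.45 to 3.41), the cancer-like share (2.28 to 2.89), Pf4 (3.21 to 3.64) and Lrrc15 (1.10 to 1.94) were unchanged under each of these alternatives, and so was the direction and side of the threshold of the stained-cell ratio in its 3. For Lrrc15 this says little, since its wide reported interval (0.50 to 3.87) rests on 4 WT UMIs.

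All values below are log2 ratios of TSK over WT unless given in percent. Without the upper limits on UMIs and genes, the lymphocyte-like share moved to −1.44 and the macrophage-like share to −0.51, and the fibroblast-like share reversed to −0.25. In this setting 73.0% of the Fbn1 UMIs came from fibroblast-like cells, and the ratios were 0.23 for Fbn1, 0.56 for Col8a1 and 1.18 for Retnla; of the further genes, Cryab (0.57), Secisbp2l (0.10) and Stmn1 (2.15) reversed. With up to 20% mitochondrial UMIs, the Fbn1 share was 84.2%, Col8a1 1.21 and Retnla 2.11. A Leiden resolution of 0.5 gave 91.2% for the Fbn1 share, 1.07 for Fbn1, 3.60 for Actg2 and 3.50 for Acta2; here the merging of the endothelial-like with the fibroblast-like cells shows the cause for Actg2 and Acta2. Assigning each cell alone gave 1.21 for the neutrophil-like share, 89.99% for the Fbn1 share, 0.49 for Fbn1, 2.42 for Actg2, 2.40 for Acta2 and 2.43 for Retnla, and reversed Pmp22 (0.13), Cryab (0.95) and Secisbp2l (1.23). With cancer-like cells left out of the denominator, the lymphocyte-like share was −0.79 and the macrophage-like share 0.44. Scaling by the median of gene ratios shifts each log2 ratio by −0.27 in fibroblast-like and by −0.22 in macrophage-like cells, and gave 0.48 for Fbn1. With equal weight for each cell, Fbn1 was 0.51, Col8a1 1.22 and Retnla 1.94. Without cells holding pericyte or smooth muscle markers, Acta2 was −0.022 and Tagln 0.072. Apart from the merged clusters, the cause was not tested.

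Among the alternatives chosen after seeing the data, 12 values for the main results were unchanged and 3 moved: 3.60 for Actg2 and 3.50 for Acta2 with the fibroblast-like and endothelial-like clusters together, and 1.61 for Retnla with the unnamed WT cluster counted as macrophage-like. With the unnamed cluster of 78 cells counted as cancer-like, the cancer-like share was 2.897. The unchanged ones include the stained-cell ratio in its 4 measures under exact permutation of the difference divided by its standard error (exact permutation p from 0.000566 to 0.0152). Parametric tests were also run, but with 7 TSK entries their p values are not given; the one that does not assume equal spread put the stained-cell ratio, LCN2 over CD3 and the number of LCN2-positive cells above 0.05, and the log10 of the ratio, LCN2 over NKR and the numbers of CD3-positive and NKR-positive cells below it. With each cell assigned alone, the B-like share was 1.03. Of the values for further genes and shares, 116 were unchanged, 34 moved and 6 reversed, the reversed ones being those of Pmp22, Cryab, Secisbp2l and Stmn1 given above.

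Retnla had no value in macrophage-like cells without resident macrophage markers, where 0 WT and 5 TSK UMIs were left, and the ratio of the endothelial-like share was not counted under 4 settings, at a resolution of 0.5 because its cluster was absent and in the other 3 because it held more markers of another class, although at a resolution of 2 it had the same numbers of cells as in the reported result (41 and 82). Removing called doublets took out 7 of 3092 cells (0.226%), so this alternative tests little. Depth limits Actg2, Acta2, Tagln and Lrrc15, which have at most 16 WT UMIs each in fibroblast-like cells.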

Differences from the paper's values

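Alternatives named here were set before the data were examined unless stated otherwise. Those added afterwards were the merged clusters, those without shared barcodes and other tests of the stained cells. The alternatives for the endothelial-like and red blood cell-like shares were also chosen after the data were seen. A gap counts as closed for a ratio of a gene when the paper's value lies within the counting interval under that setting, so a wide interval can close it, and for other values when one is at most 1.5 times the other. The shares in the paper's figure are of its own filtered cells and those given here of 1139 WT and 1953 TSK cells with rebuilt names. The paper's plot includes about 3200 of about 3800 cells in Figure S8, read by eye, and its stated filter kept 3092 cells here, so the cells compared were not shown to be the same set, and the share of TSK fibroblast-like cells alone ran from 5.23 to 9.88% over the alternatives.

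Fibroblast-like cells made up 3.25% of the WT cells, against the paper's about 8.5% in Figure 6c, read by eye. The gap closed without the upper limits on UMIs and genes (8.86%), at a Leiden resolution of 0.5 (6.85%) and with each cell assigned alone (8.08%), and not with up to 20% mitochondrial UMIs (3.93%), without called doublets (3.34%), at a resolution of 2 (3.25%) or without cancer-like cells in the denominator (3.36%). In TSK they made up 5.43%, against the paper's about 14% in Figure 6c, read by eye; a resolution of 0.5 (9.63%) and each cell alone (9.88%) closed the gap, and no upper limits (7.43%), up to 20% mitochondrial UMIs (5.23%), no called doublets (5.44%), a resolution of 2 (5.43%) and the denominator without cancer-like cells (6.92%) did not. Endothelial-like cells made up 4.20% of the TSK cells, against the paper's about 2.6% in Figure 6c, read by eye; no upper limits (2.55%) and each cell alone (3.02%) closed the gap, and up to 20% mitochondrial UMIs (3.99%), no called doublets (4.21%) and a resolution of 2 (4.20%) did not. In these last 3 settings the cluster held more markers of another class among its leading genes, and at a resolution of 0.5 there was no such cluster. Red blood cell-like cells made up 7.55% in WT and 4.10% in TSK, against the paper's about 18% and about 9.1% in Figure 6c, read by eye; none of the alternatives closed the gap (6.20 to 9.13% and 2.77 to 5.02%). The clusters numbered 15, against the paper's about 8 in Figure 6b, read by eye, and none of the alternatives closed this gap (13 to 20 clusters). The paper's clusters are cell types, and the named classes here also numbered 8, although not the same ones, since T and NK cells form 1 class here, B-like cells form another and 4 clusters stayed unnamed.

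The log2 ratio of TSK over WT of Actg2 in fibroblast-like cells was −1.76, against the paper's about 3.9 in Figure 7a, read by eye. A resolution of 0.5 (3.60) and each cell alone (2.42, with an interval of 1.01 to 4.32) closed the gap by this rule, as did the fibroblast-like and endothelial-like clusters together (3.60), which was chosen after seeing the values; the other alternatives did not (−4.14 to −0.76). For Acta2, the ratio was 1.00, against the paper's about 2.9 in Figure 7a, read by eye; each cell alone (2.40) closed the gap, a resolution of 0.5 went past it (3.50), and the others did not close it (−0.022 to 1.00). For Tagln, 0.86 stands against the paper's about 2.6 in Figure 7a, read by eye, and none of the alternatives closed the gap, the highest being 1.64 at a resolution of 0.5.

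In the stained sections, the highest TSK ratio was 0.150, against the paper's about 1.5 in Figure 6g, read by eye. LCN2 over NKR alone (1.37) closed this gap and LCN2 over CD3 alone (0.168) did not. The median TSK ratio was 0.0171, against the paper's about 0.3 in Figure 6g, read by eye; neither LCN2 over NKR (0.477) nor LCN2 over CD3 (0.0178) closed it. The paper's value is 10.0 times the one here for the highest ratio and 17.5 times for the median, so a single change of scale does not bring both together. The exact permutation p was 0.000534, against the paper's about 0.0052 printed in Figure 6g, which is from an unpaired t-test and so from another test. None of the alternatives set in advance, all permutation tests, closed the gap: the log10 of the ratio gave an exact permutation p of 0.000408, LCN2 over NKR 0.00305 and LCN2 over CD3 0.000534. Among tests chosen after seeing the values, an unpaired t-test closed the gap for LCN2 over NKR and not for the ratio itself, its log10 or LCN2 over CD3, and neither Welch's t-test nor exact permutation of the difference divided by its standard error closed it for any of these 4 measures.

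The paper states that macrophages were enriched in TSK tumors. The log2 ratio of their share was 0.14 (−0.10 to 0.37), not apart from 0, and −0.51 without the upper limits on UMIs and genes. Without cancer-like cells in the denominator it was 0.44, above 0. With each cell assigned alone, macrophage-like cells made up 28.4% of the WT (324 cells) and 34.7% of the TSK cells (677 cells), higher in TSK. The paper's own bars for these cells are about 27% in WT and about 21% in TSK in Figure 6c, read by eye, against 20.4% and 22.4% here and 25.0% and 17.5% without the upper limits. The paper states that Actg2 was enriched in TSK fibroblasts, where the ratio here is below 0, with an interval (−4.18 to 0.67) that includes 0. Of the genes labelled in Figure 7a, the paper places Gpihbp1 on the TSK side and Ccl19 and Serpina3c on the WT side. In the fibroblast-like cells here, Gpihbp1 and Ccl19 had 0 UMIs in each library, and Serpina3c had 0 in WT and 4 in TSK. In the fibroblast-like and endothelial-like clusters together, chosen after seeing the values, Gpihbp1 had a log2 ratio of −0.95 (−1.26 to −0.64, 152 and 204 UMIs), not on the paper's side. Ccl19 had one of −1.22 (9 and 10 UMIs), on the paper's side but with an interval that includes 0 (−2.67 to 0.26). Serpina3c again had 0 and 4 UMIs.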

Other observations

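The tests with the resident macrophage-like cluster, the pericyte and smooth muscle markers and the upper limits were written down before their outcome was known. The marker ratio was taken as the deciding value of the pericyte test only after the result was seen. It is not used to decide here.

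A larger number of resident macrophage-like cells in the TSK library was tested as a source of the higher Pf4 and Retnla there. Without that cluster the log2 ratio of TSK over WT was 4.13 (3.57 to 4.74) for Pf4 and 2.26 (1.81 to 2.75) for Retnla, above 0 in both cases. This argues against the cluster as the whole source. For Retnla the cluster may account for part, since the ratio with it is 3.75. A resident macrophage marker was found in 154 WT and 303 TSK macrophage-like cells, most of them outside the cluster. In cells without one, Pf4 had 5 and 53 UMIs (3.38, 2.07 to 5.07). Retnla had 0 and 5 UMIs there, too few to judge. For Retnla, cells with such markers outside the cluster stay open as a source. A difference between genotypes and one between the pools stay open and were not tested.

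For Acta2 and Tagln in fibroblast-like cells, pericytes and smooth muscle cells within the cluster were tested as a source of higher values in the TSK library. Their 7 markers had 16 UMIs in WT and 18 in TSK fibroblast-like cells, a log2 ratio of −1.59 (−2.64 to −0.52). This sum cannot decide the question, because the WT cells holding a marker added no UMIs of Acta2 or Tagln. Without those 11 cells, the WT counts stayed at 9 and 16 UMIs. Without the 13 such TSK cells, the TSK counts fell from 61 to 39 and from 98 to 74 UMIs. In cells without such a marker, the ratio of Tagln was 0.072 (−0.72 to 0.95) and that of Acta2 −0.022 (−1.09 to 1.21). The higher values were thus not seen in those cells, which goes with this source. Both intervals are wide, so it stays open. Actg2 was not higher in the TSK library, so neither test applies to it. The upper limit on UMIs, which removes deep fibroblasts, could also give rise to higher ratios. Without it, Tagln had 0.40 (0.27 to 0.52) and Acta2 0.27 (0.14 to 0.40), lower but above 0. That setting also named a separate pericyte-like class (23 WT and 62 TSK cells), which the reported clustering lacks. The drop can thus not be assigned to the limit alone. Without the upper limit, Actg2 was also below 0 (−1.09, 209 and 81 UMIs).

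In fibroblast-like cells, the largest log2 ratios of TSK over WT among the 1963 genes with enough UMIs were those of Mgp (3.10), Gm10076 (2.81), Ifi27l2a (2.71), Eef1b2 (2.47) and Gapdh (2.40), and the lowest those of Pmp22 (−4.67), Cryab (−3.97), Secisbp2l (−3.62), Gfra1 (−3.60) and Stmn1 (−3.24). The ratios of Pmp22, Cryab, Secisbp2l and Stmn1 changed sign under at least 1 alternative, so they depend on which cells the class holds. The largest ratios also fell, although they stayed above 0. At the lowest, Gm10076 had 0.36, Eef1b2 0.39, Gapdh 0.48, Ifi27l2a 0.52 and Mgp 1.39. In the reported setting, each of these lay above Lrrc15 (1.94), Col8a1 (1.82) and Fbn1 (0.75). Large ratios were thus not confined to the genes the paper names, and what lies behind them stays open. Of the genes labelled in Figure 7a, Dmkn had 3 and 117 UMIs (3.53, 1.94 to 5.83), Opcml a ratio of −1.73, Gxylt2 −1.19, Clec3b −0.07 and Col6a5 12 and 1 UMIs (−5.34, −10.76 to −2.59). Cemip had 0 WT and 39 TSK UMIs, a log2 ratio whose interval starts at 1.58, and Crabp2 had 0 and 3 UMIs. Mrgprg had 11 and 1 UMIs (−5.22, −10.65 to −2.44), and Ephb2 a ratio of −1.10 (−2.21 to 0.08). In macrophage-like cells, of those labelled in Figure 7b, Lyve1 had 4.92, Cd163 5.18 (3 and 169 UMIs, 3.61 to 7.48), Fcrls 3.16, Mt2 2.96, Pmp22 2.87, Gpr141 −2.02, Ifi205 −2.24 and Chil3 −1.94; the lowest by size also included Exoc3l2 (−2.87) and St6galnac3 (−2.80).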
